# Dosing and formulation of antenatal corticosteroids for fetal lung maturation and gene expression in rhesus macaques

**DOI:** 10.1038/s41598-019-45171-6

**Published:** 2019-06-21

**Authors:** Augusto F. Schmidt, Paranthaman S. Kannan, James P. Bridges, Alyssa Filuta, Dakota Lipps, Matthew Kemp, Lisa A. Miller, Suhas G. Kallapur, Yan Xu, Jeffrey A. Whitsett, Alan H. Jobe

**Keywords:** Preclinical research, Translational research, Paediatric research

## Abstract

Antenatal corticosteroids (ANS) are the major intervention to decrease respiratory distress syndrome and mortality from premature birth and are standard of care. The use of ANS is expanding to include new indications and gestational ages, although the recommended dosing was never optimized. The most widely used treatment is two intramuscular doses of a 1:1 mixture of betamethasone-phosphate (Beta-P) and betamethasone-acetate (Beta-Ac) – the clinical drug. We tested in a primate model the efficacy of the slow release Beta-Ac alone for enhancing fetal lung maturation and to reduce fetal corticosteroid exposure and potential toxic effects. Pregnant rhesus macaques at 127 days of gestation (80% of term) were treated with either the clinical drug (0.25 mg/kg) or Beta-Ac (0.125 mg/kg). Beta-Ac alone increased lung compliance and surfactant concentration in the fetal lung equivalently to the clinical drug. By transcriptome analyses the early suppression of genes associated with immune responses and developmental pathways were less affected by Beta-Ac than the clinical drug. Promoter and regulatory analysis prediction identified differentially expressed genes targeted by the glucocorticoid receptor in the lung. At 5 days the clinical drug suppressed genes associated with neuronal development and differentiation in the fetal hippocampus compared to control, while low dose Beta-Ac alone did not. A low dose ANS treatment with Beta-Ac should be assessed for efficacy in human trials.

## Introduction

Antenatal corticosteroids (ANS) are the major perinatal intervention to reduce the incidence of respiratory distress syndrome and neonatal mortality associated with preterm birth^1^. While ANS are considered to be safe, expanding treatments to gestations beyond 24 to 34 weeks may change the risk to benefit ratio^2^. A recent large trial demonstrated that ANS decreased the respiratory complications and the need for respiratory support for infants between 34 and 37 weeks gestational age^3^. ANS also decreased neonatal respiratory morbidity for elective C-section deliveries at term gestation^4,5^. ANS also are being used for periviable deliveries at 22–24 weeks gestation^6^. If widely adopted for these expanded indications and depending on the elective C-section rate, the majority of pregnancies worldwide could be treated with ANS^7,8^. However, the limited knowledge regarding the optimal formulation, dosing and potential delayed effects into adult life on outcomes such as metabolic syndrome suggests caution for the expanded use of ANS.

There also may be unrecognized adverse effects of ANS on different patient populations. The largest burden of prematurity is in low and middle-resource countries and in a recent large cluster-randomized trial ANS increased mortality for exposed infants with birthweight above the 5^th^ percentile^9,10^. Hypoglycemia also was increased with ANS exposure in late preterm newborns (with gestational ages between 34^0^ and 36^6^ weeks)^3^. In experimental studies ANS caused hippocampal degeneration and HPA axis dysfunction in macaques^11–13^ and decreased fetal and brain growth in sheep and rats^14–16^. These findings were consistent with observational studies showing that ANS impaired fetal growth^17^ and decreased neuronal density in the hippocampus of newborns^18^.

As with any medication, treatment strategies should maximize the benefits and minimize potential toxic effects. ANS are recommended by the World Health Organization to be given to the mother as intramuscular (IM) dexamethasone-phosphate (Dex-P), or a combination of equal parts of Beta-P and Beta-Ac (clinical drug)^19^. Phosphate and acetate formulations have distinct pharmacokinetic profiles and effects^20,21^. Phosphate preparations are rapidly dephosphorylated resulting in early high plasma concentrations and short half-lives in the mother and fetus. Beta-Ac is slowly deacetylated resulting in low peak plasma levels and long half-life^20^. In fetal sheep the clinical drug was superior to Dex-P or Beta-P alone for causing physiologic and biochemical maturation of the lung^22^. In contrast, a single weight-based dose of Beta-Ac improved maturation comparably to the clinical drug, with a decreased fetal exposure to Beta^23^.

Any pharmacological intervention for treating a pregnant woman to benefit the fetus should be considered high risk. To translate a new ANS therapy from animal models to humans, a validation in primates is desirable. We evaluated a lower dosing strategy using Beta-Ac for fetal lung maturation and transcriptional effects on the fetal lung and brain in the Rhesus macaque.

## Results

### Beta-Ac enhances fetal lung maturation at 5 days

To compare Beta-Ac with the clinical drug for fetal lung maturation, pregnant Rhesus macaques were treated with a single IM injection of either Beta-Ac (0.125 mg/kg or 0.06 mg/kg), saline (control) or the clinical drug (0.25 mg/kg) and delivered 5 days after treatment (Table 1). ACS induce fetal lung maturation by a combination of increased surfactant production, structural changes, and improved water clearance resulting in increased lung compliance. Both the clinical drug and Beta-Ac (0.125 mg/kg) improved static lung compliance (Fig. 1A,B). Beta-Ac 0.06 mg/kg inconsistently increased lung compliance with 3 out of 5 treated animals having pressure-volume curves similar to control. The main lipid component of surfactant is saturated phosphatidylcholine (SatPC), which can be used as a marker of lung surfactant content and indicator of biochemical lung maturation^24^. Both Beta-Ac (0.125 mg/kg) and the clinical drug increased the SatPC in the bronchoalveolar lavage fluid compared to control, while the increase with Beta-Ac (0.06 mg/kg) was not significant (Fig. 1C).

**Table 1:** Weight, gestational age, sex and cortisol of the animals. The groups were comparable. Cord plasma cortisol concentration measured for control animals and 5 days.

n	Control	Clinical drug		Beta-Ac		
		0.25 mg/kg		0.06 mg/kg	0.125 mg/kg	
		4 hours	5 days	5 days	6 hours	5 days
	8	3	7	5	3	7
Birth weight (g)	330 ± 35	317 ± 22	338 ± 39	302 ± 14	307 ± 44	352 ± 43
Gestational age (days)	132 ± 2	131 ± 2	133 ± 2	133 ± 1	131 ± 3	133 ± 1
Sex (M/F)	6/2	3/0	3/4	3/2	2/1	4/3
Fetal plasma cortisol (µg/dL)	2.5 ± 0.6	—	2.6 ± 1.0	3.5 ± 0.8	—	2.1 ± 0.7

After ANS treatment were not different among groups.

**Figure 1:**
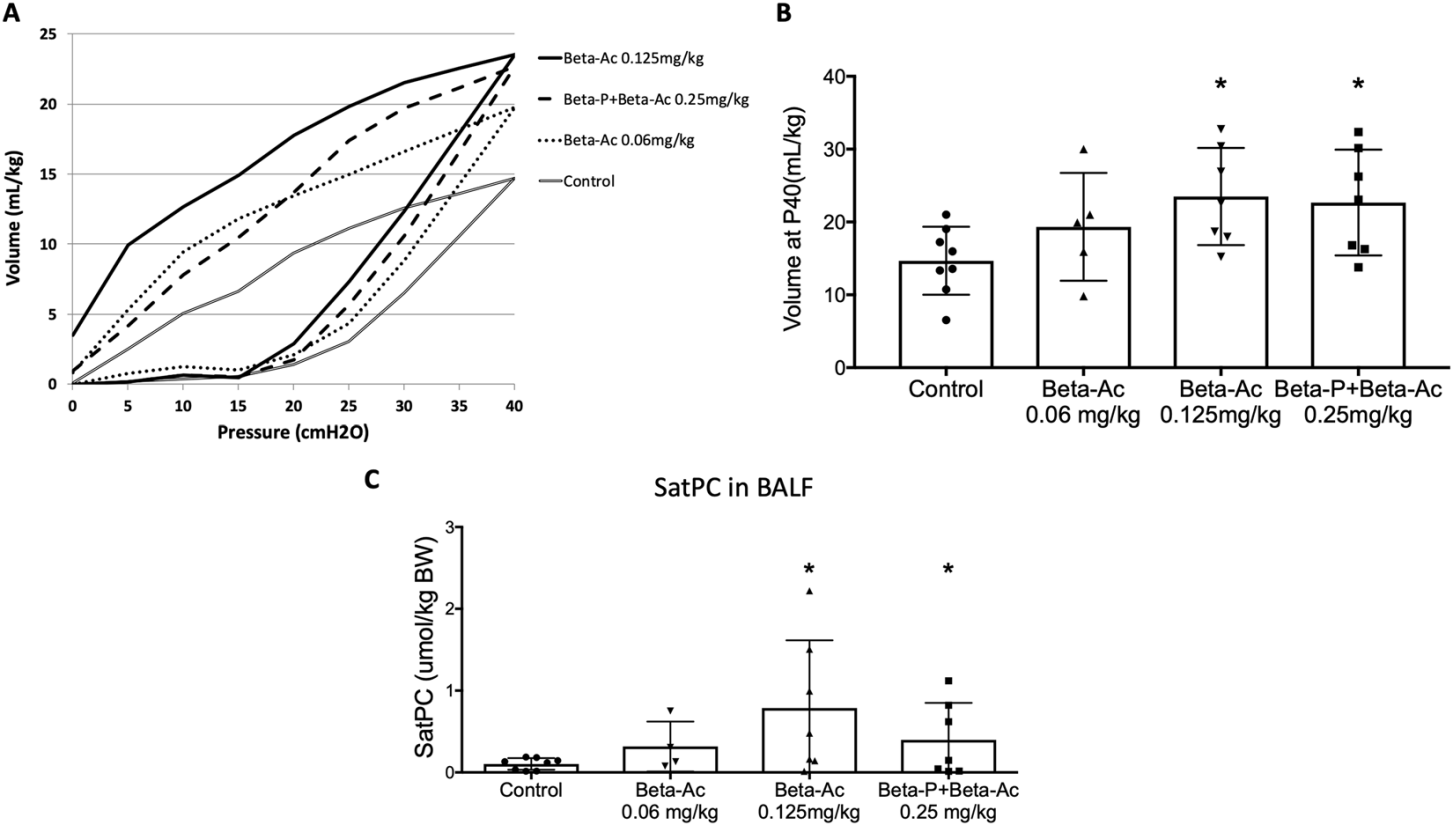
(**A**) Pressure-volume curves showing comparable improved static compliance after treatment with Beta-Ac (0.125 mg/kg) and the clinical drug. (**B**) Lung gas volumes were increased significantly for Beta-Ac 0.125 mg/kg and the clinical drug. (**C**) Saturated phosphatidylcholine (SatPC) concentration in the bronchoalveolar lavage fluid (BALF) increased with Beta-Ac 0.125 mg/kg and the clinical drug compared to control. *p-value < 0.05 vs. control.

Confocal microscopy of immunofluorescent staining of the fetal lung for the epithelial cell marker TTF-1, smooth muscle actin (SMA), and type II alveolar cell markers pro-SPC, and ABCA3 showed no differences in the relative numbers of cells positive for these markers 5 days after treatment (Supplemental Fig. 1). Further, there were no differences in the proportion of cells expressing the cell cycle marker Ki-67.

### Transcriptomic effects of the clinical drug and Beta-Ac on the fetal lung

RNA-sequencing analyses were performed on whole lung tissue from fetuses delivered 4 hours and 5 days after treatment with the clinical drug and 6 hours and 5 days after Beta-Ac (Fig. 2). 

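Lung RNA from 15 fetuses was sequenced, with 3 animals in each of 5 groups. The groups were saline-treated controls, the clinical drug (0.25 mg/kg) at 4 h and at 5 days, and Beta-Ac (0.125 mg/kg) at 6 h and at 5 days. The authors aligned 75 bp paired-end reads to the rhesus genome build MMUL1.0 with Bowtie 2 and counted reads per Ensembl gene with featureCounts. The values used here are these counts, without normalization and without a filter. Between 14.1 and 45 M reads per library were counted on genes. The median was 16 M in controls, 17 M at 4 h after the clinical drug and 20.7 M at 6 h after Beta-Ac. At 5 days it was 25.8 M for the clinical drug and 25.5 M for Beta-Ac. Levels are given as reads per 1 M reads (CPM) after TMM normalization. Of 30246 gene identifiers, 5542 had no read in any library, and 52.1% had a gene symbol in the reference annotation. Genes are named by that symbol, or by the Ensembl identifier where there is none, and no positions on the genome were used. The 17644 genes with at least 7 reads in at least 3 libraries were tested with edgeR's quasi-likelihood test in a single fit of all 15 libraries. Differential expression required a fold change of at least 1.5, a p under 0.05 and a Storey q under 0.1, as in the paper. The paper does not state in how many libraries its minimum of 7 reads had to be met. On simulated counts with known 2-fold and 4-fold changes, the test recovered from 64.5 to 72.7% of the changed genes over the 6 lung comparisons. Between 3.8 and 8% of its calls there were false. The libraries differed far more between animals than counting error alone allows, so the spread between animals sets the precision of the values.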

Principal component analysis of transcriptomic changes separated animals 4 h after treatment with the clinical drug, 6 h after Beta-Ac, and control animals, with the animals treated with the clinical drug being the most distant from the others (Fig. 2A). In contrast, by 5 days the clinical drug and Beta-Ac overlapped (Fig. 2B). 

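Over the 9 control and early libraries, the first 3 principal components held 27, 20.5 and 11.6% of the variance of log2 CPM. On the first component the animals at 4 h after the clinical drug lay between -7.4 and 67.8, those at 6 h after Beta-Ac between -56.7 and -23.5, and controls between -15.8 and 19. On the second component the same groups lay between -41.8 and -5.4, between -28.9 and 4.8, and between 17.8 and 51.8. The mean Euclidean distance between a library at 4 h after the clinical drug and a control was 108.5, and to a library at 6 h after Beta-Ac it was 106.3. Between Beta-Ac at 6 h and controls it was 99.2. Within these groups the mean distance was 100.7 for the clinical drug, 83.7 for Beta-Ac and 94.7 for controls. The mean distance from a group to the other 12 lung libraries minus that within the group was 6.11 for the clinical drug at 4 h (exact one-sided permutation test over all sets of 3 of the 15 libraries, p = 0.259). It was 8.96 for Beta-Ac at 6 h (p = 0.154, same exact test) and 1.24 for controls (p = 0.448, same exact test), where the smallest p the sets allow is 0.0022. Without normalization the first of these was -41.64 (exact p = 0.969). By 1 minus Spearman correlation it was 0.00627, with an exact p of 0.0044. On the 500 most variable genes the value for Beta-Ac at 6 h was 9.65 with an exact p of 0.0154.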

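In the 9 control and 5-day libraries the first component held 25.2% of the variance, with controls between -42.5 and 9.7 and treated animals between -12.1 and 54.3. The mean distance between libraries of the clinical drug and Beta-Ac was 74.7, against 68 within the clinical drug group and 83.5 within the Beta-Ac group. The distance between the 2 groups minus that within them was -1.08 (exact one-sided permutation test over 10 splits, p = 0.8, where 0.1 is the smallest p possible). The sign of this difference rested on single Beta-Ac animals. It was 3.465 without animal 16-128, 2.76 without 16-130 and 2.256 without 16-136.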

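Libraries from 4 h after the clinical drug had mean distances of 104.9 to 108.5 to the libraries of the 4 other groups. All other pairs of groups had mean distances of 74.7 to 99.2. Set against the distance within the group, the distance to the other libraries was largest for the clinical drug at 5 days. This rank reflects how alike its animals were, with a distance of 68 within the group. By mean distance, each other group lay nearer to it than to any other group. The difference was 18.25 (exact one-sided permutation test over the sets of 3 libraries, p = 0.0022, the smallest possible). The same difference was 6.06 for Beta-Ac at 5 days (exact p = 0.262). In 20 simulations without any change, values were 0.148 to 1.81 for the clinical drug at 5 days and -1.51 to 0.00538 at 4 h. For the clinical drug at 5 days the test passed its p threshold in 3 of these 20. Its p alone is therefore no firm evidence. The value of 18.25 lay above every simulated value, but so did that of each other lung group. For controls it was 1.24, where the highest simulated value was -0.86. The simulations draw each gene independently and leave out differences that animals show across many genes, so lying above them is no evidence.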

Further, the correlation heatmap showed the most distinct transcriptome profiles for animals treated with the clinical drug 4 h prior to delivery (Fig. 2C).

**Figure 2:**
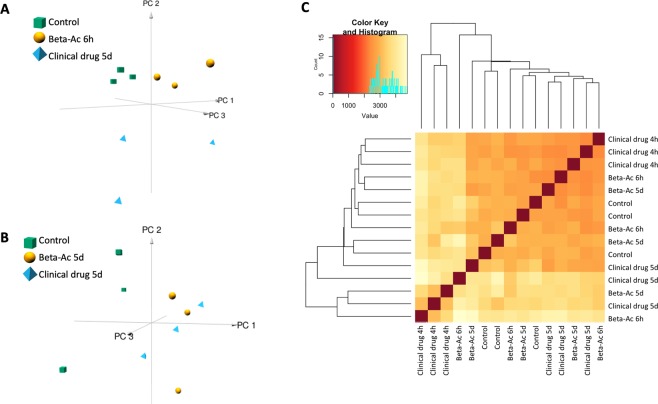
Transcriptomic analysis was performed on whole lung RNA 4 hours and 5 days after administration of the clinical drug, and 6 hours and 5 days after Beta-Ac 0.125 mg/kg and from saline-treated animals (n = 3 animals per group). 3-dimensional principal component analysis (PCA) was generated using log-transformed read counts. (**A**) At the early timepoint PCA separated the animals treated with the clinical drug at 4 h, Beta-Ac at 6 h, and controls. (**B**) At 5 days there is separation of control animals and overlap of animals treated with the clinical drug and Beta-Ac (**C**) Sample correlation heatmap displaying the similarity in gene expression profile. Red color indicates increasing sample correlation and yellow color indicates decreasing sample correlation. Dendrogram clustering indicates the overall similarity of the samples. Both analyses showed separation of the clinical drug at 4 h and overlap of animals in the other treatment groups.

Differential expression analysis was performed using the EdgeR package on R with differentially expressed genes determined using p-value < 0.05, q-value < 0.1 and fold-change > 1.5. At the times of high fetal plasma concentration the clinical drug caused differential expression of 1,779 genes while Beta-Ac caused the differential expression of only 393 genes, of which 372 were common to both treatments. 

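Here 1306 genes were differentially expressed 4 h after the clinical drug (611 induced, 695 suppressed) and 78 genes 6 h after Beta-Ac (65 induced, 13 suppressed), of which 69 were common. With DESeq2 these counts were 1297, 247 and 168. A fit of only the 2 groups compared gave 884 genes for the clinical drug, 19 for Beta-Ac and 16 in common. Single animals also moved the Beta-Ac count. It was lowest, at 9, without control 15-92, and was 26 without control 15-101, 48 without control 16-113, 12 without Beta-Ac animal 17-254 and 211 without 16-131, and the common genes then numbered 9, 23, 35, 11 and 142. In 20 simulations of unchanged groups set against shared simulated controls, no gene was called for both. Compared directly, the clinical drug at 4 h and Beta-Ac at 6 h differed in 1189 genes (463 higher and 726 lower with the clinical drug). This count was 667 without animal 15-85 and 1971 without 15-81. Animal numbers begin with 15 in the former group and with 16 or 17 in the latter, which cannot be told apart from the drug. Of the 1237 genes called for the clinical drug and not for Beta-Ac, 555 were called in this direct comparison, as were 25 of the 69 common genes. Among common genes with every treated library beyond every control, the largest mean log2 fold change of both drugs was that of NNMT (ENSMMUG00000007086), with 12.84 ± 1.447 CPM (SD, n = 3) after the clinical drug, 6.695 ± 2.762 after Beta-Ac and 0.1666 ± 0.1256 in controls. Its log2 fold change was 6.18 (standard error 0.60) and 5.25 (standard error 0.59), with edgeR adjusted p of 4.78e-05 and 0.00224. ENSMMUG00000013863 had 146 and 34 reads after the drugs and 1 read in all controls. ADRA2B (ENSMMUG00000011842) was induced with log2 fold changes of 4.72 and 4.43. The 3 most suppressed common genes were ENSMMUG00000002548 (-2.42 and -1.47), ESM1 (ENSMMUG00000020169, -1.98 and -1.93) and TMEM255A (ENSMMUG00000011074, -1.26 and -1.67). Apart from NNMT, the call of each of these genes for Beta-Ac was lost without 17-254 or any 1 of the controls, and all but that of ADRA2B also without 16-123. TMEM255A was also no longer called for the clinical drug without 15-81.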

The common differentially expressed genes had similar magnitude of fold changes, with a Pearson correlation value of 0.87 (Fig. 3A,B). In contrast, after 5 days the clinical drug and Beta-Ac differentially expressed a similar number of genes (318 and 419 genes, respectively), with 185 genes differentially expressed in common. These commonly regulated genes at 5 days also had a similar magnitude of differential expression and highly correlated log fold-change values (Fig. 3A,C). 

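Across the 69 common genes, which are not independent replicates, Pearson's r between the log2 fold changes of the drugs was 0.937. The median size of the log2 change was 1.67 for the clinical drug and 1.20 for Beta-Ac, with a slope of 0.70. With each animal left out, r lay between 0.9 without 17-254 and 0.99 without control 15-92. It was 0.977 without control 15-101 and 0.969 without control 16-113. Both sets of fold changes use the same 3 controls, which alone gives a correlation. Over the 1306 genes called for the clinical drug, 88.3% changed in the same direction with Beta-Ac, with an r of 0.795 and a slope of 0.47. For the 1306 genes of lowest p in simulated unchanged groups sharing simulated controls, the medians were 88.2% (highest 89.4%), 0.76 (highest 0.797) and 0.49 (highest 0.56). Such genes are picked among unchanged ones, so these values are no matched null for called genes. Over all genes tested r was 0.51, and 0.516 in the simulations. With the controls split so that each drug had its own, the share with the same direction was 72 to 79.9%. Mean r over all genes was then 0.105. These shares argue against shared controls as the whole cause, though each split leaves 1 drug with a single control. Fig. 3B shows the authors' own comparison.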

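At 5 days edgeR called 0 genes for the clinical drug, where the smallest adjusted p was 0.195, and 1 gene for Beta-Ac, with 0 in common. The gene called for Beta-Ac, named after its values were seen, was ENSMMUG00000007056, with a log2 fold change of -1.56 (standard error 0.21, edgeR q = 0.0404). Without adjustment, the p of 775 genes for the clinical drug and 1133 for Beta-Ac was under 0.05, where chance gives 882. Of these, 377 and 548 also passed the fold-change threshold. The exact test called 12 and 17 genes with 5 in common, the likelihood ratio test 16 and 21 with 6 in common, and DESeq2 16 and 40 with 9 in common. Without control 16-113 the counts were 9 and 2 with 1 in common, and without control 15-101 the count for the clinical drug was 1. The single Beta-Ac call was lost without 15-92, 15-101, 16-128, 16-130 or 16-136.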

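For genes past the fold-change threshold with an unadjusted p under 0.05, a setting chosen after seeing the data, 152 were common to both drugs at 5 days. All 152 changed in the same direction, with r = 0.982 across genes and median log2 changes of 1.28 and 1.23 in size. Simulations of unchanged groups were evaluated for the early comparisons only, at the depths of those libraries. They gave a median of 90.5 such genes (highest 109) with a median r of 0.963. Over all genes tested, r at 5 days was 0.684, where the early simulations gave a median of 0.516 (highest 0.537). Without simulated values at 5 days, these numbers do not show an excess over shared controls.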

By transcription factor binding site prediction and protein regulation or interaction prediction, several of the common top regulated genes at both timepoints have either a glucocorticoid receptor enhancer motif or are predicted to be regulated or interact with the NR3C1 receptor. 

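Fold changes of 8 tested genes of a list of known glucocorticoid targets, written before the data were examined, were positive in 8 of 8 genes at both times with both drugs. Their median log2 fold change was 1.60 at 4 h after the clinical drug, 1.29 at 6 h after Beta-Ac, and 0.21 and 0.18 at 5 days. FKBP5 (ENSMMUG00000011520) had 5.61 ± 0.339 CPM (SD, n = 3) in controls. It had 172 ± 49.7 at 4 h after the clinical drug (log2 fold change 4.94, standard error 0.52, edgeR q = 7.38e-05) and 51.2 ± 45.7 at 6 h after Beta-Ac (3.21, standard error 0.49, edgeR q = 0.0166). At 5 days it had 6.213 ± 0.4443 and 6.206 ± 0.3516. ZBTB16 (ENSMMUG00000007085) had 201.5 ± 71.5 and 122 ± 49.8 at the early times against 9.45 ± 4.58 in controls, log2 fold changes of 4.43 and 3.72. PER1 (ENSMMUG00000021798) rose by 2.31 and 1.79 on the log2 scale. For Beta-Ac, FKBP5 was not called without control 15-92, nor PER1 without 15-92 or 17-254. The Beta-Ac fold change of FKBP5 lay between 2.16 and 3.61 over all alternatives, the lowest without 17-254. SLC6A20 (ENSMMUG00000010514), in Fig. 3A, had 0 reads in all 3 controls and 139 reads at 4 h after the clinical drug, at least 29.8-fold more than a floor of 3 reads over the control group. It was at least 55.3-fold higher at 6 h after Beta-Ac, with reads in single animals ranging from 1 to 142, but its edgeR q there was 0.226. At 5 days the bounds were 33.9-fold for the clinical drug and 46.2-fold for Beta-Ac, with no call. Of the genes that Fig. 3A marks at the early time, MFSD2A (ENSMMUG00000011264) had 55.08 ± 34.08 CPM after the clinical drug, 15.95 ± 7.991 after Beta-Ac and 1.966 ± 0.8978 in controls (SD, n = 3). HDAC1 (ENSMMUG00000009948) changed by -0.13 and 0.00 and AQP4 (ENSMMUG00000014934) by -0.07 and -0.13. SDS (ENSMMUG00000004208) had 5 reads after each drug and 22 in controls, and PPP2R2B (ENSMMUG00000020465) had 34 and 16 reads and 1 in controls. Of those marked at 5 days, DLX3 (ENSMMUG00000000157) changed by -2.42 and -1.86, and CBLN4 (ENSMMUG00000006005) had 163 and 224 reads against 7 in controls, mostly from single animals. Neither was called. PNMT was not matched to an identifier. The receptor gene NR3C1 (ENSMMUG00000000421) changed by -0.41 and -0.16 at the early times and by 0.12 and -0.11 at 5 days, with no call.

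**Figure D1:**
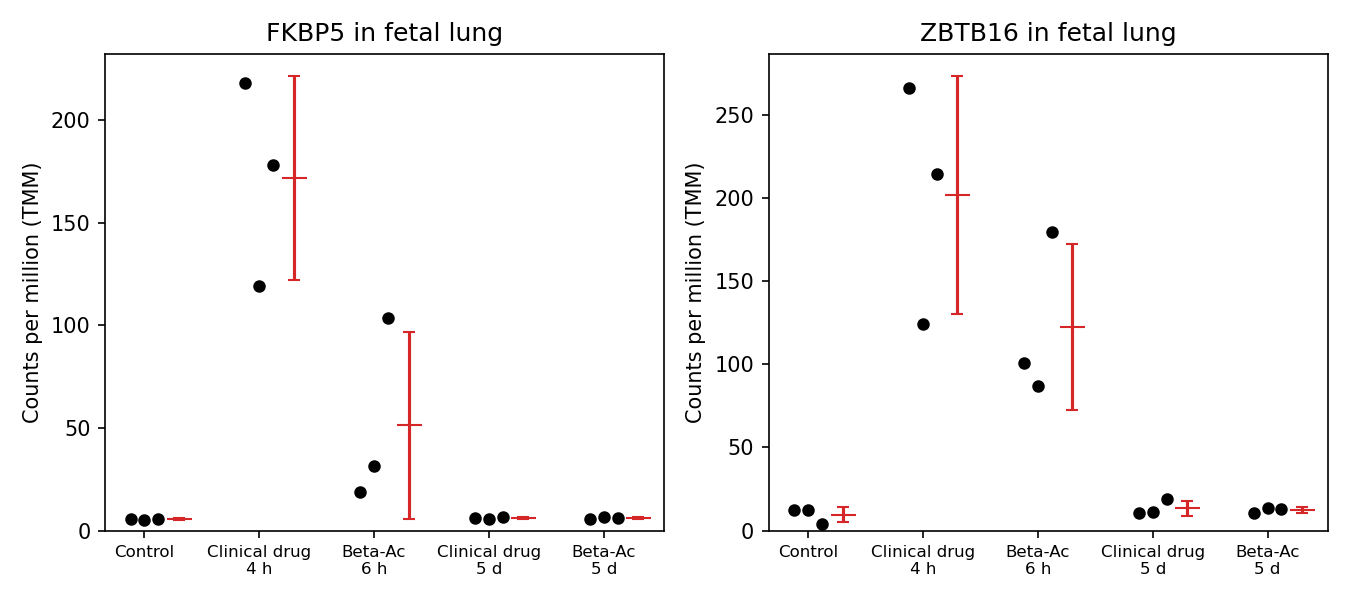
CPM after TMM normalization of FKBP5 (left) and ZBTB16 (right) in each of the 15 lung libraries by group. Black points are animals, and red bars are the mean ± SD of 3 animals. At the early times all treated animals lie above all controls, and at 5 days the FKBP5 means are 6.213 and 6.206, against 5.61 in controls.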

Several common regulated genes are also reported in the literature to be associated with “lung expression”, “respiratory disease”, and “lung cell line” (Fig. 3A).

**Figure 3:**
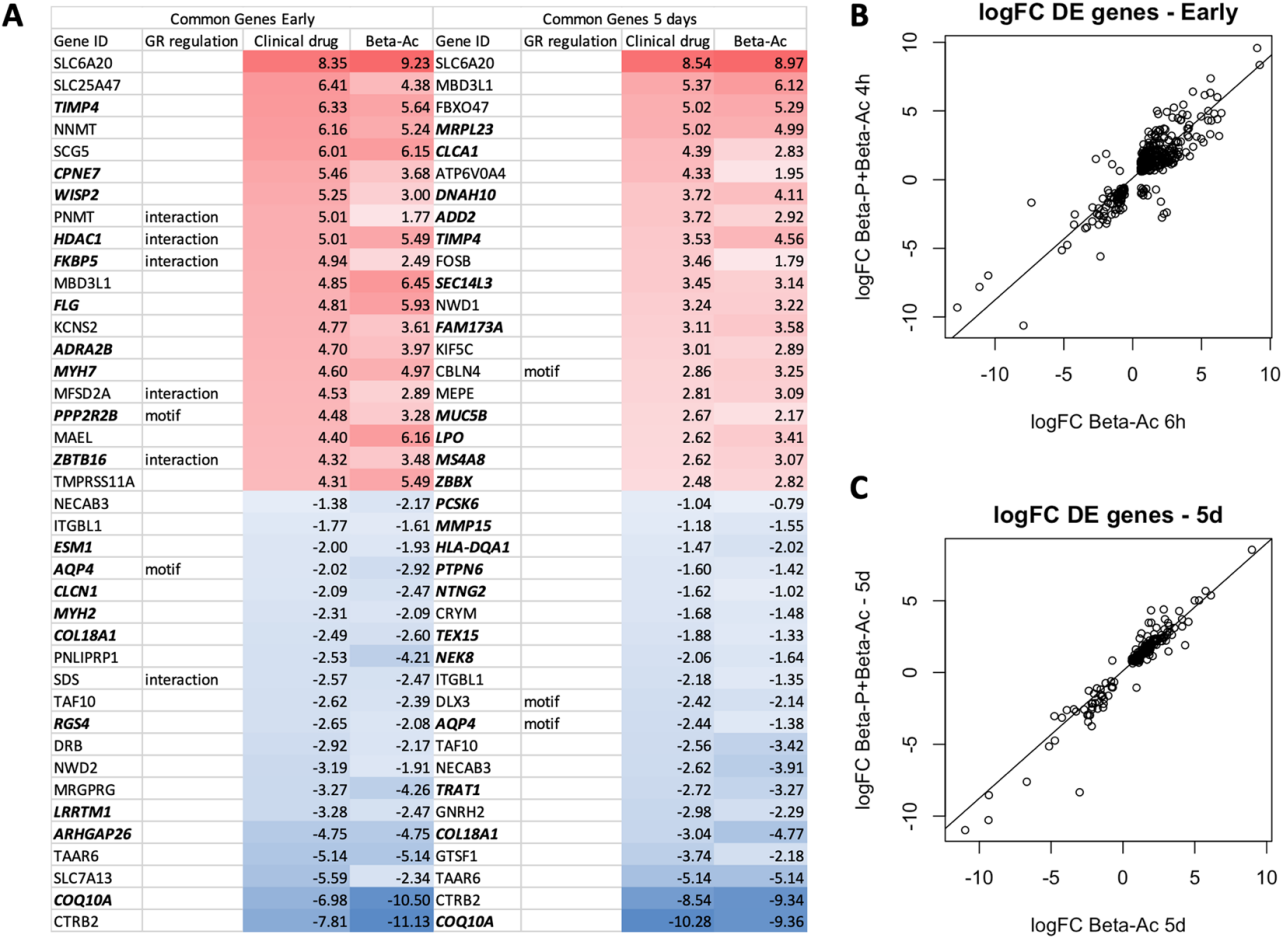
Top common differentially expressed genes in each group relative to control were determined using thresholds of p-value < 0.05, q-value < 0.1 and fold-change > 1.5. (**A**) Top 20 up and down regulated genes relative to control and predicted regulation by the glucocorticoid receptor (GR) either by the presence of a GR motif or predicted interaction by ingenuity pathway analysis. Genes reported in the literature to be associated with “lung”, “respiratory disease”, or “lung cell line” are bolded. Scatterplots of log fold-changes (logFC) of differentially expressed genes from. (**B**) Beta-Ac 6 h and the clinical drug 4 h relative to control and (**C**) Beta-Ac 5d and the clinical drug 5d relative to control. Most commonly differentially expressed genes had a similar direction and magnitude of changes. There was strong correlation between logFC values (r = 0.87 for 6 h and 4 h; r = 0.96 for 5d).

Genes differentially regulated by either of the ANS treatments were associated with several similar biological processes. At the early time point induced genes were associated with “cellular localization”, “developmental process”, “ion and protein transport” while suppressed genes were associated with “cellular morphogenesis”, “chemotaxis”, and “immune responses”.

Despite the similarities, there were large differences between biological processes and pathways that were differentially regulated in the lung by the clinical drug and Beta-Ac relative to control at the time of peak drug concentration in the fetal plasma (Fig. 4). 

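The gene ontology annotation behind Fig. 4 was not used here. A list of 69 genes of T helper cell differentiation, lymphocyte activation and cytokine signaling, written before the data were examined, stood in its place, and 55 of them were tested. At 4 h after the clinical drug their median log2 fold change was -0.43, with 37 of 55 genes lower (limma camera with its preset correlation, two-sided, Benjamini-Hochberg over 12 comparisons, 6.66e-05). At 6 h after Beta-Ac it was -0.04 (adjusted 0.543), with a mean of 0.05 of the opposite sign, and the median was 0.06 without 16-123. In the direct comparison of the clinical drug with Beta-Ac it was -0.39 (adjusted 0.000434), lower in 40 of 55 genes. Both results of the clinical drug held under fry (adjusted 0.0433 for both) but not with a correlation estimated for the list (0.57 for both). Of the list, 15 genes were called as suppressed and 2, IL7R and PRKCQ, as induced 4 h after the clinical drug, and 19 and 4 when adjusted over the list alone. For Beta-Ac, CXCL12 was called as suppressed and IL1R1 and PRKCQ as induced, 1 and 2 genes also when adjusted over the list alone. The largest change was in CCR7 (ENSMMUG00000002102), with 1.08 ± 0.524 CPM (SD, n = 3) at 4 h after the clinical drug and 6.02 ± 1.395 in controls, a log2 fold change of -2.43 (standard error 0.40, edgeR q = 0.00156). After Beta-Ac its log2 fold change was -0.02 (edgeR q = 0.752).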

The clinical drug had larger inhibitory effects on immune system processes and development, including suppression of Th1, Th2 and Th17 lymphocyte differentiation, lymphocyte proliferation and activation, and cytokine signaling. The clinical drug also modulated biological processes related to organ development and morphogenesis, which were only weakly associated with Beta-Ac treatment. Specifically, genes inhibited by the clinical drug were strongly enriched for angiogenesis and vascular development, endothelial cell proliferation, epithelial tube morphogenesis, and canonical Wnt signaling. 

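Lists for these processes were likewise written before the data were examined, and their values fell in the same family of 12 comparisons. For 45 tested genes of angiogenesis and endothelial development, the median log2 fold change at 4 h after the clinical drug was -0.29, with 31 genes lower (camera, adjusted 0.00149). For Beta-Ac at 6 h it was -0.05 (adjusted 0.503), or 0.001 without control 15-101, and for the clinical drug against Beta-Ac -0.17, with 32 genes lower (adjusted 0.00675). Neither of the adjusted values under 0.05 held under fry (0.123 and 0.135) or with an estimated correlation (0.57). In the direct comparison, camera's adjusted value lay between 1.97e-05 and 0.131 with each animal left out, and it was 0.0654 without 15-81 and 0.131 without 15-85. The clinical drug suppressed 9 and induced 4 of these genes (ENG, HEY1, KLF2 and THBS1), or 9 and 5 when adjusted over the list alone, with ESM1 the most suppressed. For 33 genes of epithelial tube morphogenesis the median was -0.03 (adjusted 0.633), and 0.05 for Beta-Ac. Of these, GLI2, GLI3 and HGF were suppressed and HHIP, ETV5 and TBX5 induced, 3 and 3 also when adjusted over the list alone. HHIP (ENSMMUG00000007968) changed most, with a log2 fold change of 1.05. The sign of both medians rested on single animals. It was 0.04 for the clinical drug without control 16-113, 0.02 without 15-85, and -0.05 for Beta-Ac without 16-123. For 42 genes of Wnt signaling the median was -0.09 for the clinical drug (adjusted 0.133) and -0.08 for Beta-Ac (0.156). Of these, 6 genes were suppressed and 1, WNT5B, was induced by the clinical drug, the same numbers when adjusted over the list alone. WNT7B (ENSMMUG00000000180) changed most, with a log2 fold change of -1.04 (edgeR q = 0.0479), and was no longer called without 15-85, 15-97, 15-92 or 16-113.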

Genes differentially expressed by the clinical drug at the early time point may not be contributing to lung maturational responses as the 2 treatments resulted in similar improvement in lung gas volume and similar RNA profiles at 5 days.

**Figure 4:**
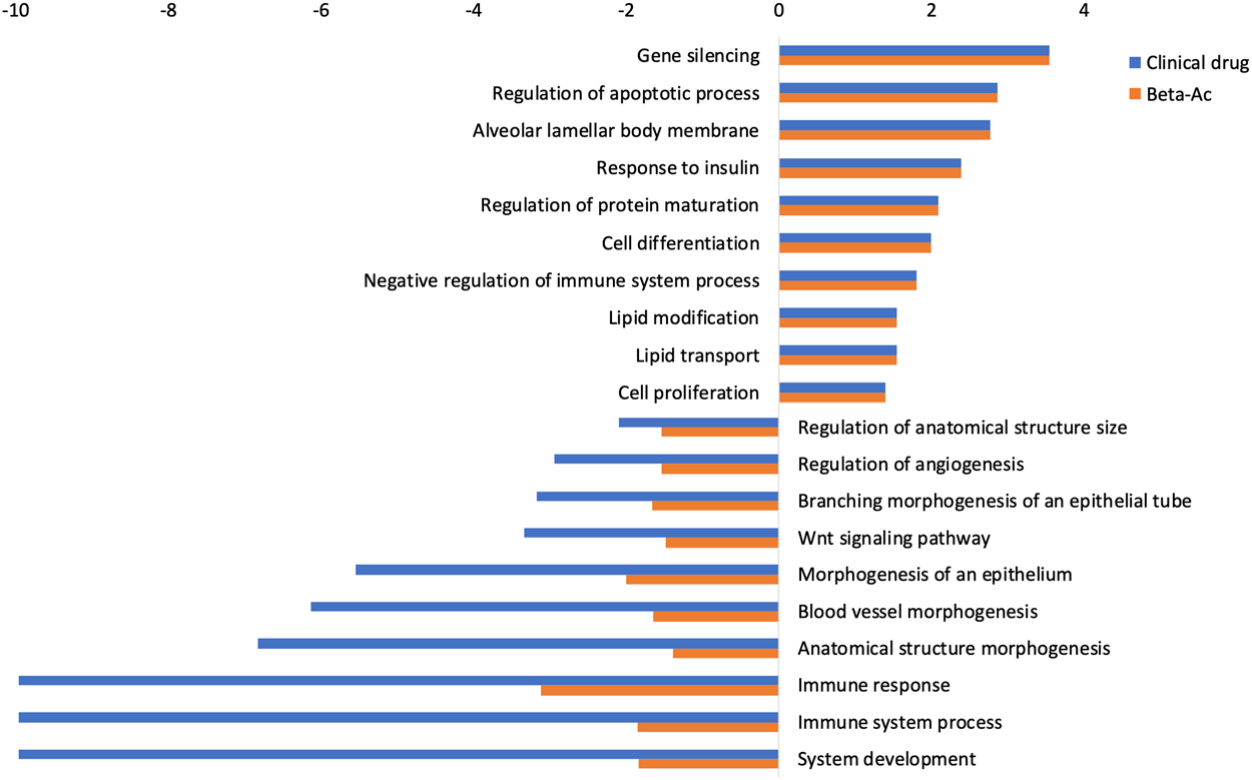
Gene set enrichment analysis comparing the clinical drug and Beta-Ac to control in the lung at time of peak Beta plasma concentration in the fetus. Selected gene ontology terms are displayed with the bar chart representing log p-values. Positive p-values denote induced genes and negative p-values denote suppressed genes. Genes suppressed by the clinical drug were more strongly associated with morphogenesis and developmental processes than genes suppressed by the Beta-Ac.

### Transcriptomic effects in the fetal hippocampus at 5 days

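Hippocampus RNA from 15 fetuses was sequenced, with 5 animals given saline, 5 given Beta-Ac and 5 given the clinical drug 5 days before delivery. The names of the libraries assign 5 animals to Beta-Ac and 5 to the clinical drug, while the fields for treatment and dose beside them are the other way round, with 0.25 mg/kg for the former and 0.125 mg/kg for the latter. The groups here follow the names, which fit the treatments of the lung libraries with the same animal numbers, and exchanging them exchanges every value of the 2 drugs. The values are reads per Ensembl gene as counted by the authors, without normalization. The paper describes alignment and counting once, without naming a tissue. Between 18.3 and 29.3 M reads per library were counted on genes, with medians of 25.3 M in controls, 24.9 M for Beta-Ac and 20.9 M for the clinical drug. The table lists 32386 identifiers, of which 20572 are also in the lung table and 54.4% have a gene symbol. The 17390 genes with at least 7 reads in at least 5 libraries were tested with edgeR's quasi-likelihood test in a single fit, at the same thresholds as in lung with Benjamini-Hochberg adjustment, as in the legend of Fig. 5C. In simulated counts this recovered from 77.9 to 83.2% of the changed genes, and from 5.4 to 7.1% of the calls were false. The libraries came from 4 sequencing runs. A pair of runs held controls only, with 2 animals in one and 1 in the other, and both other runs held all 3 groups.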

To evaluate potentially toxic effects of ANS on the fetal brain development we compared the transcriptome of the fetal hippocampus 5 days after ANS treatment. 

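The first 3 principal components of the hippocampus libraries held 19.7, 15 and 13% of the variance. On the second component the clinical drug lay between -29.9 and -11.2 and 4 of the controls between 5.6 and 50, while control CTL212 lay at -39.8. The mean distance between a control and a library of the clinical drug was 93.1, against 91.8 within controls and 73.4 within the clinical drug group. The distance between the groups minus that within them was 10.48 (exact one-sided permutation test over 126 splits, p = 0.00794, the smallest possible). On the 500 most variable genes this was 2.225, with an exact p of 0.135. The splits ignored sequencing run, and some runs held only controls, so these p cannot tell the drug from run.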

The principal component analysis and the correlation heatmap demonstrate that control animals cluster separately and distant from animals treated with the clinical drug (Fig. 5A,B). In contrast, animals treated with Beta-Ac 0.125 mg/kg are interspersed between the other groups but with wide variation among samples.

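Beta-Ac libraries lay between -28.1 and 31.9 on the first component and between -19.8 and 21.1 on the second. Their mean distance was 91.9 to controls, 86 to the clinical drug and 91.1 to each other. The distance between groups minus that within them was 0.488 for Beta-Ac and controls (exact one-sided permutation test over 126 splits, p = 0.397) and 3.74 for the clinical drug and Beta-Ac (exact p = 0.0714). The former was -1.971 on the 500 most variable genes, -0.5185 without normalization, and -1.009, -0.4623 and -0.5576 without BAC136, CTL092 and CTL101. The latter had exact p of 0.0238, 0.0317, 0.0238 and 0.0238 without BAC128, BAC130, BAC136 and BAC235. The mean distance within the Beta-Ac group was 1.10 times the mean of the other 2 groups, and from 1.01 (without BAC235) to 1.21 times it (without CTL212) with each animal left out. Within controls it was 91.8 and within the clinical drug group 73.4. The mean distance of CTL212 to the other controls was 114.1, against 81.7 to 88.8 for each of the others, and that of BAC235 to the other Beta-Ac libraries was 102.9, against 84.4 to 94.7. Groups simulated without any change gave from 0.977 to 0.996. These draw each gene independently and leave out differences that animals show across many genes, so the ratio of 1.10 cannot be judged by that range.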

**Figure 5:**
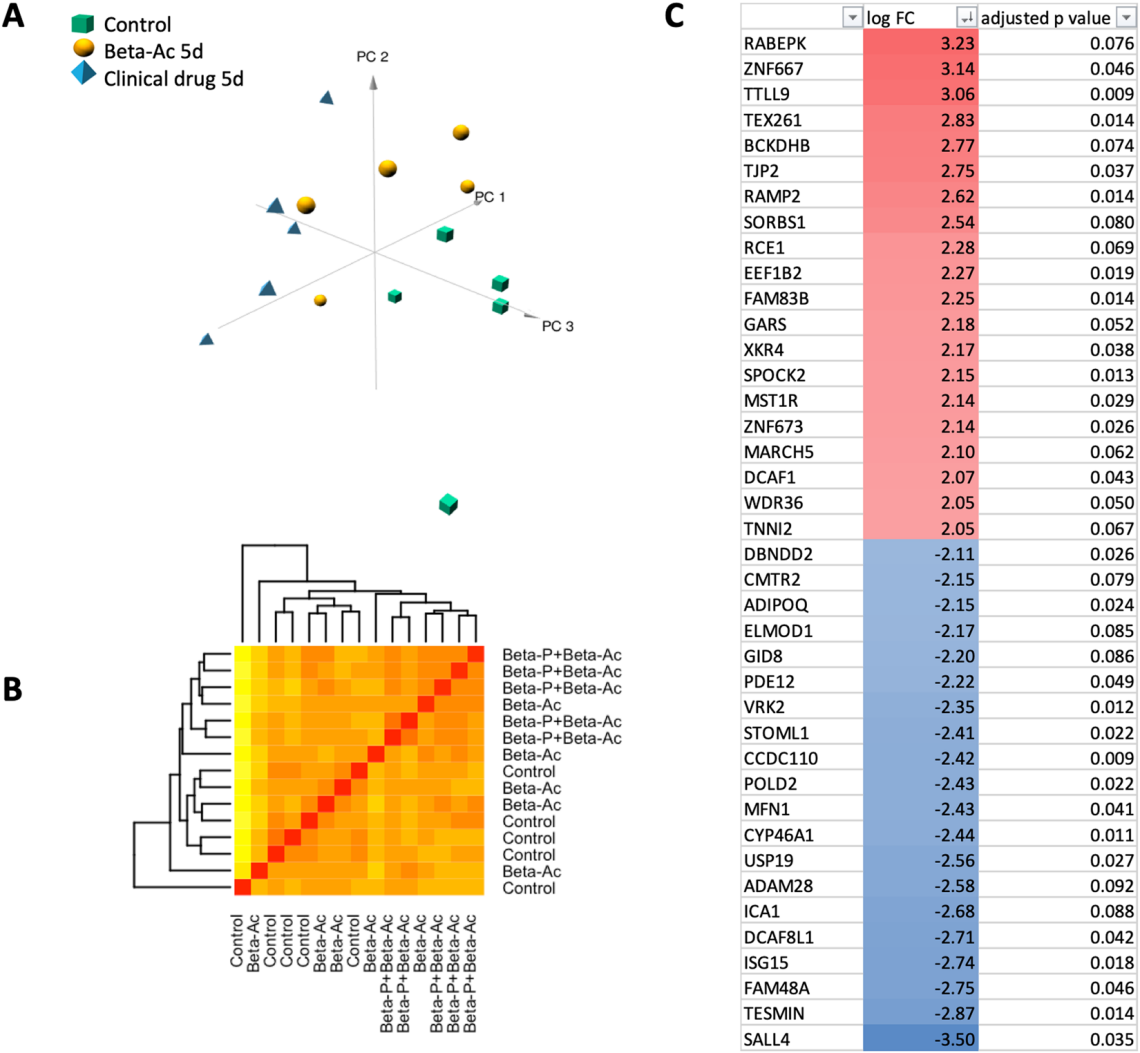
Transcriptomic analysis was performed for fetal hippocampus from saline-treated animals and 5 days after administration of ANS (n = 5 animals per group). (**A**) 3-dimensional principal component analysis (PCA) was generated using log-transformed read counts. (**B**) Sample correlation heatmap displaying the similarity in gene expression profile. Red color indicates increasing sample correlation and yellow color indicates decreasing sample correlation. Dendrogram clustering indicates the overall similarity of the samples. Both analyses showed separation of the control from animals treated with the clinical drug, while animals treated with Beta-Ac are interspersed between the controls and clinical treatment animals. (**C**) Top differentially induced and suppressed genes by the clinical drug in the hippocampus at 5 days. Genes are ordered by magnitude of gold change; p values are adjusted by the Benjamin-Hochberg method.

By differential expression analysis 1612 genes were differentially regulated (788 induced, 824 suppressed) in the hippocampus by the clinical drug at 5 days compared to control (Fig. 5C). 

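Here the clinical drug changed 1366 genes against control, 435 induced and 931 suppressed. With the methods' Storey adjustment the counts were 577 induced among 1731 genes. Without the fold-change threshold 1506 were induced among 3816, and with the groups of the treatment field, which exchange the drugs, 0 genes were called. With sequencing run as a block 958 genes were called, 137 of them induced, and 509 were shared with the 1366. In the 2 runs that hold all groups, also blocked, 523 genes were called (87 induced, 436 suppressed), with 318 shared. Single animals changed the number of induced genes more than that of suppressed genes. Without CTL092 there were 211, without CEL126 274, without CTL101 288 and without CTL113 676. Among called genes with the clinical drug group completely apart from controls, the most induced was SLC9C1 (ENSMMUG00000016075), with 79 reads after the clinical drug and 2 in all controls. ENSMMUG00000046535 had 2.815 ± 1.614 CPM (SD, n = 5) after the clinical drug and 0.6 ± 0.0827 in controls, a log2 fold change of 2.23 (standard error 0.48, edgeR adjusted p = 0.0149). SPX (ENSMMUG00000042352) had a log2 fold change of 1.85. Those most suppressed were ENPP2 (ENSMMUG00000004903) with a log2 fold change of -4.26, ENSMMUG00000048329 with -3.32 and ABCA4 (ENSMMUG00000013858) with -2.59. All of them were highest in control CTL212. Without that animal the fold change of ENPP2 was -0.80 and ABCA4, at -0.78, was no longer called. ENPP2 had 675 CPM in CTL212 and from 12.9 to 14 in the other controls. With run as a block SLC9C1 and SPX were no longer called.

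**Figure D2:**
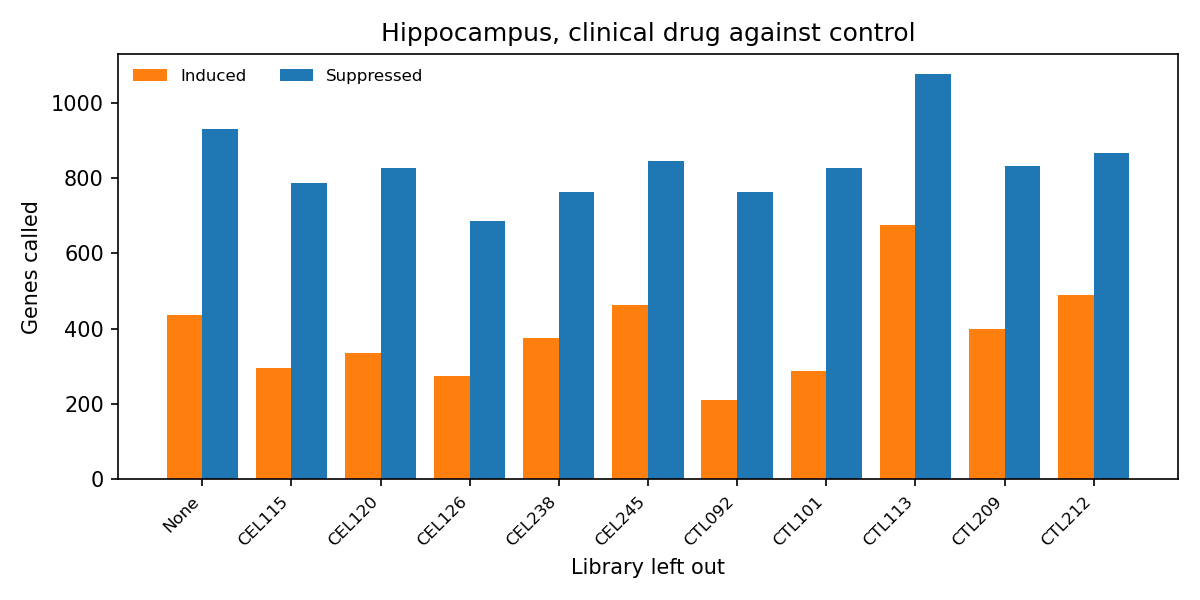
Number of genes called as induced (orange) and suppressed (blue) for the clinical drug against control in the hippocampus, with no library left out and with each of the 10 libraries left out. Induced genes range from 211 to 676 and suppressed genes from 686 to 1075, and suppressed genes are more numerous in every case.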

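For Beta-Ac at 5 days edgeR's quasi-likelihood test called 0 genes in the hippocampus (smallest adjusted p = 0.127). The p of 2133 genes was under 0.05 without adjustment, where chance gives 870, and 617 of these passed the fold-change threshold. DESeq2 called 149 genes, the exact test 104 and the likelihood ratio test 108. Without Beta-Ac animal BAC128 the quasi-likelihood test called 184 genes. Of the 1366 genes called for the clinical drug, 96.9% changed in the same direction with Beta-Ac, with r = 0.875 across genes and a slope of 0.61. In simulated unchanged groups with shared simulated controls the 1366 genes of lowest p gave a median of 87.4% (highest 89.8%), an r of 0.746 (highest 0.786) and a slope of 0.48 (highest 0.56). Such genes are picked among unchanged ones, so these values are no matched null for called genes. With sequencing run as a block 85.5% changed in the same direction, a share under that simulated median, which was obtained without the block.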

There were no statistical differences between gene expression levels in the Beta-Ac treated animals compared to control. 

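Lists of genes of synapse formation and of semaphorin signaling, written before the data were examined, were tested in the hippocampus among 8 comparisons. For 32 synapse genes the median log2 fold change was -0.09 for the clinical drug, with 18 genes lower (camera, Benjamini-Hochberg adjusted 0.319), and -0.19 for Beta-Ac, with 23 lower (adjusted 0.00358, but 0.177 under fry and 0.471 with an estimated correlation). With run as a block the median for the clinical drug was 0.10 and that for Beta-Ac -0.09 (adjusted 0.789), and without CTL212 the value for the clinical drug was -0.17 (adjusted 0.0215, in a range up to 0.628 with each other animal left out). Of the list 4 genes, ADGRB1, RELN, STX1A and SYN1, were called as suppressed by the clinical drug and 0 as induced, as when adjusted over the list alone. SYN1 (ENSMMUG00000011420) had 105.0 ± 20.9 CPM (SD, n = 5) after the clinical drug and 184.2 ± 27.8 in controls, a log2 fold change of -0.80 (standard error 0.20, edgeR adjusted p = 0.0232), and was no longer called with run as a block. For 38 semaphorin genes the medians were -0.14 for the clinical drug and -0.07 for Beta-Ac, each with 26 genes lower (adjusted 0.164 for both). edgeR called 0 of them over all genes tested, and adjusted over the list alone it called 0 for the clinical drug and 1 for Beta-Ac.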

Genes induced by the clinical drug were associated with the regulation of synapse maturation and semaphorin interactions, among others. Suppressed genes were associated with regulation of neurogenesis, neuron, projection development, cellular morphogenesis and nervous system development (Figs 6 and 7).

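In the same family, 31 tested genes of neurogenesis had a median log2 fold change of 0.19 for the clinical drug, with 22 genes higher (camera, adjusted 0.00797). This held under fry (0.0157) but not with an estimated correlation (0.252). For Beta-Ac the median was 0.07 (adjusted 0.319), or -0.004 without BAC235, with a mean of -0.02 of the opposite sign. The clinical drug induced 3 of these genes (ID4, NES and NEUROD1) and suppressed 2 (CUX1 and CUX2), the same numbers when adjusted over the list alone. NEUROD1 (ENSMMUG00000008296) had 128 ± 14.6 CPM (SD, n = 5) and 56.5 ± 17.7 in controls, a log2 fold change of 1.18 (standard error 0.30, edgeR adjusted p = 0.0242), and was no longer called with run as a block. For 40 genes of neuron projection development the median was -0.09 for the clinical drug, with 26 lower (adjusted 0.0922), and -0.08 for Beta-Ac, with 28 lower (adjusted 0.00797, but 0.177 under fry and 0.471 with an estimated correlation). With run as a block these medians were 0.03 and 0.06. Without CEL115, CEL120 or CTL212 camera's adjusted value for the clinical drug was 0.042, 0.0301 or 0.00112, and up to 0.308 without another animal. For Beta-Ac it was 0.104 without CTL101 and 0.0565 without CTL209, and down to 3.07e-06 without another animal. The clinical drug suppressed 6 genes of this list and induced 0, or 7 and 0 when adjusted over the list alone. EFNA5 (ENSMMUG00000018398) changed most, with a log2 fold change of -1.42 (edgeR adjusted p = 0.0774), and was no longer called with run as a block or without CEL115, CEL126, CEL238, CEL245, CTL092, CTL101 or CTL209.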

**Figure 6:**
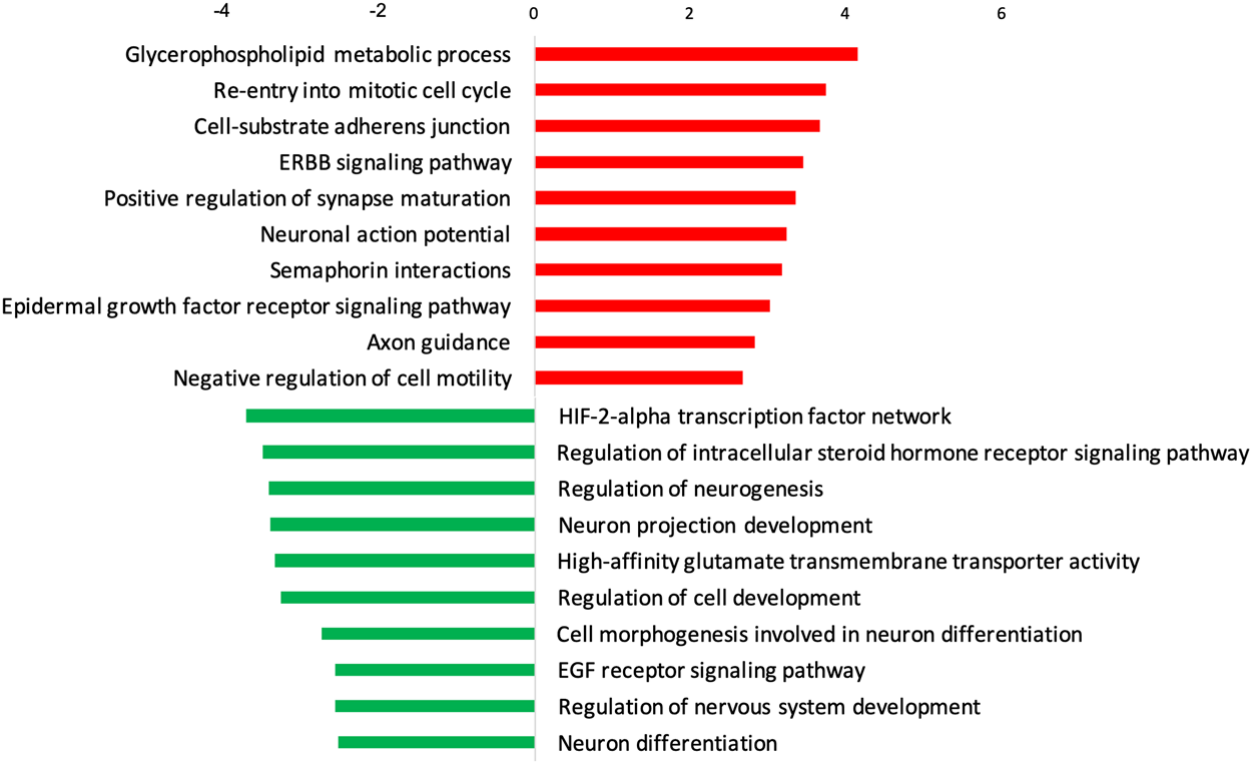
Gene set enrichment analysis comparing differentially expressed genes for the clinical drug compared to control in the fetal hippocampus. There was no differential expression between Beta-Ac and control. Selected gene ontology terms are displayed with the bar chart representing log p-values. Positive p-values denote induced genes and negative p-values denote suppressed genes.

**Figure 7:**
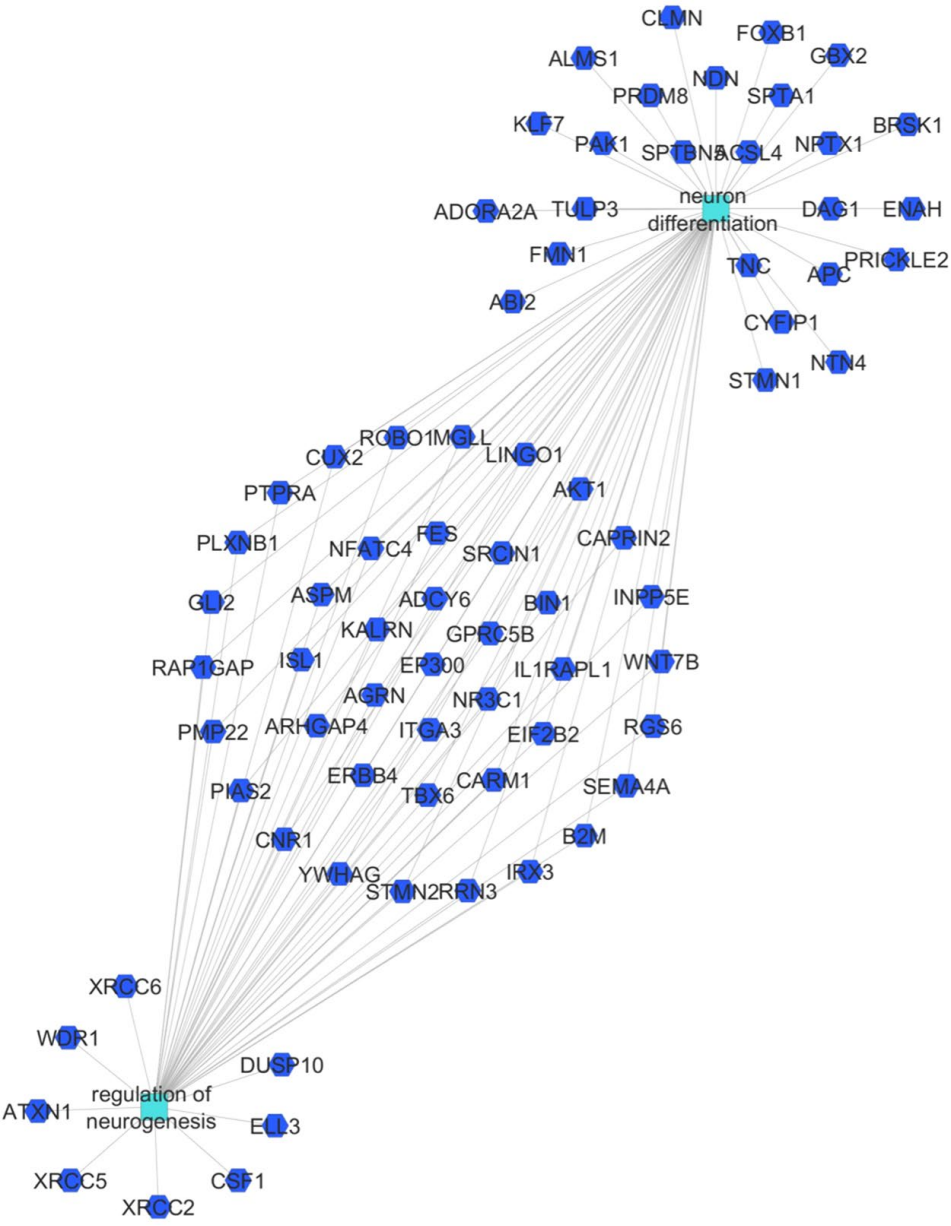
Network of genes suppressed by the clinical drug in the fetal hippocampus at 5 days associated with the biological processes of neurogenesis and neuron differentiation.

## Discussion

Since 1972, use of ANS for women at risk of preterm labor at 24–34 weeks gestation decreased the incidence of respiratory distress syndrome and mortality in preterm newborns, but the formulation and dosing was never optimized by pharmacokinetic analyses or for safety^2,25^. In fact, the expanding use of ANS beyond the 24 to 34 week gestational has identified previously unrecognized risks such as hypoglycemia in late preterm infants and increased mortality in middle and low-resource countries^3,9^. We report that fetal lung maturation in the primate can be achieved with a single weight-based dose of Beta-Ac that avoided fetal exposure to higher Beta levels from the Beta-P component of the clinical drug. Beta-Ac minimized early transcriptional changes in the fetal lung associated with immunity and morphogenesis, and at 5 days in the fetal hippocampus associated with nervous system development despite similar pulmonary maturation. As even routine short-term use of corticosteroids is associated with risks, and complications are dose related^26^, the lowest fetal exposure sufficient to get the maturational benefit should be the goal.

Different steroid formulations and dosing intervals are used around the world based on a total dose of 24 mg with minimal experimental or clinical data to support equivalency^25^. We previously showed with fetal sheep that a single dose of Beta-Ac that was 25% of the standard 2-dose treatment with the clinical drug yielded similar improvements in gas exchange and lung compliance 2 days after treatment^23^. This treatment strategy in sheep exposes the fetus to a peak drug concentration that is 10% of the peak drug concentration with the clinical drug, while providing continuous fetal exposure to betamethasone for 24 hours^23^.

In the primate, treatments with Beta-Ac alone and the clinical drug resulted in similar mechanical induction of lung maturation as demonstrated by the pressure-volume curves and similar increase in the surfactant content, measured by the SatPC concentration in the BALF. Increased surfactant production by the premature lung decreases the severity and incidence of RDS in preterm newborns. Moreover, there were no differences between the lung transcriptomes 5 days after treatment. 

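The lungs 5 days after the clinical drug and 5 days after Beta-Ac were compared directly with edgeR. There were 0 genes called, with a smallest adjusted p of 0.999, and 556 genes had an unadjusted p under 0.05, where chance gives 882. Of these 256 passed the fold-change threshold. DESeq2 called 8 genes, and the exact test and the likelihood ratio test called 3 each. Without animal 16-120 the quasi-likelihood test called 1 gene. From the similar RNA profiles at 5 days and the similar lung gas volumes, the paper proposes that the genes changed early by the clinical drug may not contribute to lung maturation.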

Interestingly, the proportions of cells expressing the epithelial marker TTF-1 or the type 2 alveolar cell markers, ABCA3 and SPC, were similar among treatment groups and control at 5 days, suggesting that ANS induced transient changes in expression of mRNA but not persistent cellular differentiation to increase the number of surfactant producing cells. This finding is consistent with the observation that the effects of ANS are transient and clinical trials have not consistently demonstrated benefit in decreasing RDS beyond 7 days after treatment^1,27^.

The early transcriptomic changes in the lung 4 to 6 hours after ACS exposure offers new insight into the complex signaling mechanism of lung maturation induced by corticosteroids. While most studies have focused on the effects of ACS on the endpoints of increased surfactant production and improved lung structure here we show that ACS has large effects on developmental, vascularization, cell signaling, and cell cycle pathways. These multiple effects likely all contribute to the improved lung function seen in preterm newborns after ACS treatment. More interestingly, 5 days after ACs treatment, transcriptional changes were limited and were associated with ion transport and cytoskeletal organization. These changes could be associated with continued structural and tissue water balance maturation. However, most of the effects of ACS on gene expression had disappeared by 5 days.

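For 20 tested genes of a list of ion transport genes, written before the data were examined, the median log2 fold change at 5 days was 0.10 for the clinical drug and 0.15 for Beta-Ac, each with 13 genes higher (camera, Benjamini-Hochberg over 4 comparisons, 0.225 for both). For 16 genes of surfactant it was 0.20 for the clinical drug, with 15 higher (adjusted 0.0268), and 0.41 for Beta-Ac, with 14 higher (adjusted 1.58e-05). Neither surfactant value held under fry (0.253 and 0.12) or with an estimated correlation (0.283 and 0.185). Camera's value for the clinical drug lay between 0.00355 and 0.17 with each animal left out, at 0.17 without 16-115, 0.121 without control 15-101 and 0.103 without control 15-92. No gene of either list was called by edgeR over all genes tested, where 0 genes were called in total for the clinical drug and 1 for Beta-Ac. Adjusted over the list alone, 3 surfactant genes were called as induced for Beta-Ac and 0 in the 3 other cases. A list for cytoskeletal organization was not analysed here.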

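With 0 genes called at 5 days after the clinical drug and 1 after Beta-Ac, the numbers in common with the early calls, 0 and 1, do not show how many early changes persisted. With DESeq2 the numbers in common were 3 and 16, and with the exact test 3 and 9. Over the 1306 genes called at 4 h after the clinical drug, the median size of the log2 change was 1.04 at 4 h and 0.19 at 5 days, and over the 78 genes called at 6 h after Beta-Ac it was 1.19 and 0.21. Of the 1306 genes, 63.1% had the same direction at both times, with a slope of 0.21. Of the 78 genes it was 78.2%, with a slope of 0.29. Both times share the controls. In simulations of unchanged early groups, shared controls alone gave 88.2% and a slope of 0.49 for the 1306 genes of lowest p. Those genes are picked for chance differences, unlike called genes with a median change of 1.04, so that value is no matched null. The share of 63.1% therefore does not show how many early changes persisted. For the 78 genes no simulated value is at hand, so their share cannot be read either way.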

We provide new information that the high peak drug level from the clinical drug was associated with more suppression of lung immune responses, angiogenesis and developmental pathways based on transcriptome analyses. While the clinical drug regulated a larger number of genes and pathways than Beta-Ac, the genes that were commonly differentially expressed had similar magnitudes of change, indicating that the additional steroid exposure may not be contributing to more maturational signaling. Changes in expression of other genes may only have harmful harmful side effects. While in high resource environments ANS has not been associated with increased risk of maternal or neonatal infection or sepsis^28^, in the subgroup of patients with preterm rupture of membranes the risk of chorioamnionitis was increased with repeated treatments with ANS^29^. In middle and low-resource countries the increased infant mortality associated with ANS treatment may be caused by increased the risk of infection^10^. Due to cost and availability, the international cluster-randomized trial used Dex-P given as 4 intramuscular doses of 6 mg every 12 hours^9^. This dosing strategy, provides fetal exposure to ANS for greater than 48 hours but with 4 high peak fetal plasma levels that are not necessary in animal models^22,30^. Avoiding high fetal concentrations of corticosteroids should minimize the treatment effects on the maternal and fetal immune responses and the risk of perinatal infection.

More concerning are the reports of direct effects of glucocorticoids on the fetal brain. Preterm newborns exposed to glucocorticoids had decreased number of neurons in the hippocampus^12^, consistent with a previous report of increased apoptosis of neuron in the hippocampus of macaques after treatment with glucocorticoids^31^. We found that fetal exposure to the clinical drug resulted in suppression of genes associated with neurogenesis and nervous system development 5 days after treatment. There were no differences in the hippocampus transcriptome between animals treated with Beta-Ac compared to control but we did observe a wide variability in the Beta-Ac group with some animals clustering with controls and others with the clinical drug. This variability could be due to individual variations regarding drug metabolism affecting the fetal exposure to the treatment or genetic variants affecting the molecular response to corticosteroids. 

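Compared directly in the hippocampus, the clinical drug and Beta-Ac differed in 0 genes by edgeR (smallest adjusted p = 0.208). The p of 2346 genes was under 0.05 without adjustment, and 586 of these passed the fold-change threshold. DESeq2 called 186 genes, the exact test 77 and the likelihood ratio test 99. With sequencing run as a block 13 genes were called, and 2 in the 2 runs that hold all groups. From the spread of the Beta-Ac animals between controls and the clinical drug, the paper proposes individual differences in drug metabolism or in genetic variants.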

In our limited sample size the sex of the animal did not seem to affect the response. The most recent meta-analysis of antenatal corticosteroids showed a trend towards reduced neurodevelopmental impairment after a single course of ANS in infants less than 34 weeks gestation in high resource countries^28^. There are no data on neurodevelopmental outcomes for late preterm infants where the clinical benefits of ANS are small and may not outweigh the risks. This benefit to risk ratio may be even less for elective C-sections. Even more problematic are reports of increased renal disease, obesity and metabolic syndrome at advanced ages in sheep and baboons exposed as fetuses to ANS^32–34^. These effects cannot be evaluated in human populations being treated with ANS today and may be at long-term risk of fetal effects on adult outcomes.

Here we demonstrate that a clinically relevant dose of ANS used for fetal lung maturation caused profound and early changes in transcriptional networks that control lung development and immunity and persistent changes on brain development pathways. Many of the changes can be avoided by low-dose Beta-Ac while preserving the physiological maturational effects in a nonhuman primate model. This strategy should be considered for clinical trials to optimize ANS treatment in preterm infants and decrease potential toxic effects.

## Methods

### Animals

The Institutional Animal Care and Use Committee at the University of California Davis approved all animal procedures, which were performed at the California National Primate Research Center according to the approved protocol. Time-mated pregnant Rhesus macaques were given the clinical drug as intramuscular Celestone Soluspan® 0.25 mg/kg (6 mg/ml containing 3 mg/mL betamethasone as Beta-P and 3 mg/mL of Beta-Ac; Merck Sharp & Dohme, Kenilworth, NJ), 0.125 mg/kg Beta-Ac (a gift from Merck Sharp & Dohme, Kenilworth, NJ), 0.06 mg/kg Beta-Ac or saline prior to preterm delivery at 132 ± 2 days gestational age (term is 165 days). To investigate the early transcriptional effects, fetuses were delivered at the time of peak fetal blood Beta levels based on measurements in fetal sheep^23^: 4 h after the clinical drug and 6 h after Beta-Ac (n = 3 animals/group). Lung samples were frozen for RNA-sequencing. To assess the maturational effects of the interventions, other groups of fetuses were treated 5 days before delivery at 132 ± 2 days of gestation (n = 5–8 animals/group). After delivery, pressure-volume curves were measured with a syringe and pressure manometer by inflating the lungs to 40 cm H_2_O pressure and followed by deflation with measurements of lung volumes. The right upper lobe of the fetal lung was inflation fixed with formalin at 30 cm H_2_O pressure for histology; tissue samples from the right lower lobe of fetal lung and the hippocampus were snap frozen for RNA-sequencing

### Saturated phosphatidylcholine and cortisol measurements

Alveolar lavage fluid was recovered from the left lung and lipids were extracted with chloroform-methanol (2:1). Saturated phosphatidylcholine (SatPC) was isolated after exposure to osmium tetroxide and quantified by phosphorus assay as previously described^35^. Cord blood plasma cortisol levels were measured using an ELISA kit (EA65; Oxford Biomedical Research, Rochester Hills, MI).

### Immunofluorescence and confocal microscopy

Sections from paraffin-embedded tissues underwent heat-assisted antigen retrieval with citrate buffer (pH 6.0), followed by blocking with donkey or goat serum and incubation with primary antibodies overnight (Table 2). The following day, sections were incubated with species-specific Alexa Fluor antibody (Life Technologies, Carlsbad, CA), followed by DAPI (Life technologies, Carlsbad, CA, dilution 1:2000). Sections were mounted with ProLong Gold (Life technologies, Carlsbad, CA). Stained slides were imaged by confocal microscopy for co-localization of fluorescent antibodies at 40x magnification, 1024 × 1024 pixels resolution on a Nikon Eclipse A1RSi inverted microscope (Nikon Instruments Inc., Melville, NY). Confocal images were analyzed using Nikon NIS Elements software (Nikon Instruments Inc., Melville, NY), for object count and colocalization.

**Table 2:** Primary antibodies and dilutions for immunofluorescence of paraffin-embedded lung sections.

Antibody	Cellular marker	Species	Dilution
anti-TTF-1^a^	Epithelial	Rabbit	1:500
anti-TTF-1^a^	Epithelial	Guinea pig	1:200
anti-pro-surfactant protein C (SPC)^a^	Alveolar type II	Rabbit	1:100
anti-ABCA3^a^	Alveolar type II	Guinea pig	1:100
anti-smooth muscle actin (SMA)^b^	Smooth muscle, myofibroblast	Mouse	1:2000
Anti-Ki67^c^	Cell cycle	Rat	1:50

^a^Seven Hills Bioreagents, Cincinnati, OH; ^b^Santa Cruz Biotechnologies, Dallas, TX; ^c^LifeSpan Biosciences, Seattle, WA.

### Statistical analyses

Statistical analyses of morphological and immunofluorescence data were performed with GraphPad Prism software (Carlsbad, CA). Values for continuous variables were compared by t-test or ANOVA followed by Holm-Sidak post-hoc analysis for multiple comparisons. Data are presented as bars with individual data points and standard deviation.

### RNA isolation and sequencing

Total RNA was extracted from frozen lung tissues using the RNeasy Universal Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. RNA quality and integrity were verified using the Agilent 2100 Bioanalyzer (Agilent, Agilent Technologies, Santa Clara, CA). RNA-sequencing was performed by the Cincinnati Children’s Hospital Medical Center DNA Sequencing and Genotyping Core with a read depth of 20–30 million reads per sample for 75 bp paired-end reads. The raw sequence reads in FASTQ format were aligned to the Rhesus (Macaca mulatta) genome build MMUL1.0 using Bowtie 2^36^. Reads were counted using featureCounts^37^. After checking data quality, raw read counts were filtered to exclude genes with low expression (<7 reads) and normalized using the trimmed mean of M values method^38^. Differential expression analyses comparing treatment groups to control and between each other were performed using EdgeR^39^ followed by false discovery rate adjustment using Storey’s method^40^. Genes were considered differentially expressed based on their fold-change relative to control (= or >1.5), p-value (<0.05) and q-value (<0.1).

### Functional enrichment and pathway analysis

Differentially expressed genes were used for functional enrichment analysis of Gene Ontology and pathway terms using the ToppCluster web server^41^. Only unique terms associated with either induced or suppressed genes and at least 2 genes are reported. Negative log p-values represent terms associated with suppressed gene expression and positive log p-values are associated with induced gene expression. Promoter GRE cis-element was scanned using the Msig-DB motif gene sets within 4 kb around their transcription starting sites (http://software.broadinstitute.org/gsea/msigdb). The evidence that NR3C1 regulates or interacts with genes in the top hits list was obtained via literature mining using Genomatix co-citation database (Genomatix Inc.) and IPA knowledge base (Ingenuity Pathway Analysis, QIAGEN). Annotation of genes expressed in the lung or associated with respiratory disease were collected from IPA knowledge base.

## Supplementary information

Supplemental figure 1

## Data Availability

The gene expression data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series Accession Number GSE118438 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118438).

# Supplementary material for: Dosing and formulation of antenatal corticosteroids for fetal lung maturation and gene expression in rhesus macaques
**Source:** Sci Rep. 2019 Jun 21;9:9039. doi: 10.1038/s41598-019-45171-6

**Dosing and formulation of antenatal corticosteroids for fetal lung maturation and gene expression in rhesus macaques**

Augusto F SCHMIDT*^1,2^, Paranthaman S KANNAN ^1^, James P BRIDGES ^1,2^, Alyssa FILUTA ^1^, Dakota LIPPS ^1,2^, Matthew KEMP ^3^, Lisa A. MILLER ^4^, Suhas G KALLAPUR ^5^, Yan XU ^1,2^, Jeffrey A WHITSETT ^1,2^, Alan H JOBE ^1,2^

**Supplemental figure 1.** Representative photomicrographs of sections from rhesus lungs stained for immunofluorescence and confocal microscopy analysis (top panel). The total number of cells and cells positive for **A**: TTF-1, **B**: pro-SPC, **C**: ABCA3, **D**: Ki67 and **E**: Smooth muscle actin (SMA) were counted with automated system and were not different. There was no difference in the fractional area stained for SMA (**F**).
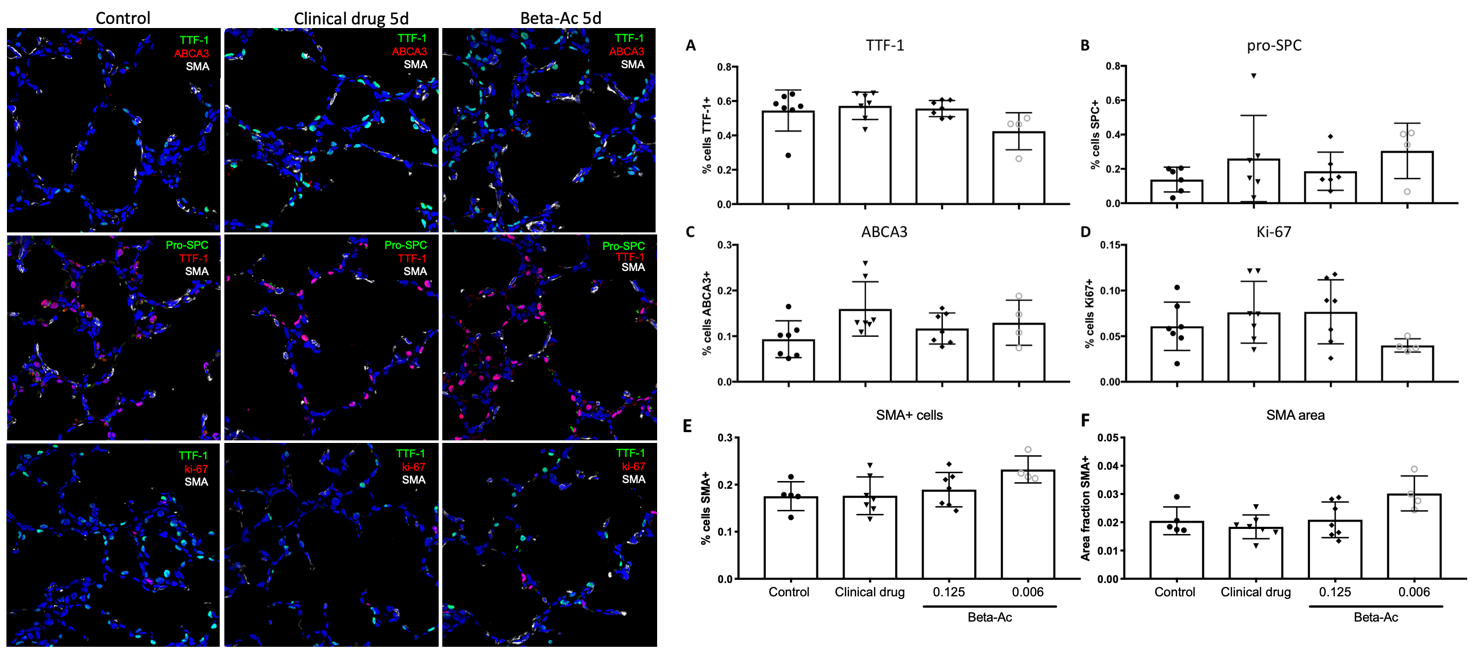

**Supplement:** Supplementary file 1 — Supplemental figure 1

How the deposited data were processed for this re-analysis (not part of the article)

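RNA was sequenced from lung in 5 groups of 3 fetuses and from hippocampus in 3 groups of 5. Lung groups were saline controls, the clinical drug at 4 h and 5 days, and Beta-Ac at 6 h and 5 days. Hippocampus groups were controls and both drugs at 5 days. Counts are whole reads per Ensembl gene, as the authors made them with Bowtie 2 on MMUL1.0 and featureCounts. The counts used here are those before the authors' filter and normalization. For hippocampus the labels name poly(A) selection and paired-end reads, and the paper gives alignment and counting once, without naming a tissue. No genome sequence was used. Lung groups follow the labels, and hippocampus groups follow the library names, which conflict with the treatment and dose fields.

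Between 14.1 and 45 M reads per lung library and between 18.3 and 29.3 M reads per hippocampus library were counted on genes. In both tissues the spread between animals far exceeded counting error, so counting error alone does not set the precision, and no intervals for it are given. For genes with 0 reads in a whole group, fold changes are lower bounds against a floor of 3 reads over that group, which covers counting error only.

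Differential expression used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood F-test and a single fit per tissue. Tested genes had at least 7 reads in at least 3 lung or 5 hippocampus libraries. Genes were called at a fold change of at least 1.5, p under 0.05 and an adjusted p under 0.1, by Storey's method in lung and Benjamini-Hochberg in hippocampus. Fold changes use a prior count of 0.125 and log2 CPM a prior count of 2. Principal components and Euclidean distances were computed on log2 CPM of the tested genes. Distances were compared by exact one-sided permutation tests. The whole procedure was tested on simulated negative-binomial counts with known changes. There, 0 changed genes were called with the wrong sign, and from 50.5 to 69.1% of genes with a 2-fold change and from 76.2 to 96.6% of those with a 4-fold change were recovered.

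Both drugs are compared with the same controls. All libraries of a tissue, controls included, were therefore simulated 20 times without any change. Each gene was drawn independently, at the real library sizes and its fitted spread. Peculiarities of single control libraries and differences shared by many genes are thus absent. The values give the overlap, correlation and share with the same direction that shared controls produce in this setting. In the lung these were taken for the early comparisons only.

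Gene lists were written by hand before the data were examined, for immune activation, vascular development, epithelial morphogenesis, Wnt signaling, surfactant, ion transport, neurogenesis, neuron projection, synapse, semaphorin signaling and glucocorticoid targets. They were tested with camera of limma 3.58.1 at its preset correlation, two-sided, with Benjamini-Hochberg adjustment within the early lung, 5-day lung and hippocampus comparisons. Lists of genes of choroid plexus, blood, thalamus, striatum, hippocampal neurons, oligodendrocytes, astrocytes, microglia, meninges, muscle, airway and immediate early response served to compare libraries.

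Genes named in the text follow a rule set before the data were examined. It takes the 3 induced and the 3 suppressed genes with the largest change among those called for both drugs (lung) or for the clinical drug (hippocampus) with every treated library beyond every control. It adds the first 3 and last 3 genes of Figs 3A and 5C, the genes Fig. 3A marks for the glucocorticoid receptor, the receptor and 4 of its target genes, the genes of the stained proteins, and the called list member with the largest change. Values in the paper's figures had been seen when it was set. TSC22D3, PNMT, MKI67 and FAM48A were not matched to an identifier. TAAR6, CTRB2 and FBXO47 were below the read minimum in lung.

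Alternatives set before the data were examined were RLE normalization, filterByExpr, a sum of at least 7 reads, no filter, no fold-change threshold, the other adjustment, genes at 0 reads in a group left out, only the 2 groups compared, edgeR's exact and likelihood ratio tests, DESeq2 1.42.0, and each animal left out. For distances they were Spearman correlation, the 500 most variable genes, RLE and counts without normalization. For lists they were fry and an estimated correlation. For hippocampus they also included sequencing run as a block, the 2 runs that hold all groups, the 3 animals per group with a lung library, and the groups of the treatment field. An unadjusted p and leaving out a block of 37 consecutive identifiers were added after seeing the data. Genes of Figs 3A and 5C with 3 or fewer reads in a compared group were not set against the figure's values, which was decided after those values were seen. Gene ontology enrichment, lung gas volumes and protein staining were not analysed here.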

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

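The tests of choroid plexus genes, of hippocampal neuron genes, of the block of consecutive identifiers and of splits between early and 5-day lungs were chosen only after the results were seen.

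In the hippocampus, 1 library lay far from the 4 others of its group in 18 of 132 comparisons of levels and totals, where chance gives about 6.6, and 8 of the 18 were control CTL212. The mean distance of CTL212 to the other controls was 114.1, against 81.7 to 88.8 for the rest. Its level of choroid plexus genes was 7.09 above the median library on the log2 scale, and all 7 genes of that list with reads were highest there. CLIC6 had 419 CPM, FOLR1 324, F5 194 and OTX2 155 in CTL212. ENPP2 was at 675 CPM, ABCA4 at 16.7, ENSMMUG00000048329 at 5.42 and TTLL9 at 14.5. The median log2 fold change of the tested choroid plexus genes with the clinical drug was -4.94 with all controls and -0.65 without CTL212, and 6 of 6 were called lower with it against 1, SLC4A5, without it. A candidate explanation is choroid plexus tissue in this sample. All its genes with reads were high together in this sample, with the list at 7.09. No record of the dissection was available, and no biological explanation was tested. Without CTL212, 1357 genes were called for the clinical drug, of which 983 were also called with it.

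In CTL212 the synapse list was at -0.3 and the Wnt list at 0.28 relative to the median library. A lower share of hippocampal neurons could lower synapse genes, but the list of hippocampal neuron genes was at -0.07, within the range of -0.33 to 0.3 over the libraries. Other cell lists moved apart in this library, with meninges at 1.73, airway at 0.83, vascular genes at 0.45, immune genes at 0.35 and blood at -0.43. What stays open is a share of neurons too small to move that list, tissue that brings Wnt genes, and the animal itself, for which no biological explanation was tested.

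Control CTL092 had 18.3 M reads where the other controls had 23.7 to 25.9 M, and 0.75% of its reads on a block of 37 consecutive identifiers. In hippocampus library BAC235 that share was 0.72%, and in lung library 15-92, which has the animal number of CTL092, it was 1.02%. The other hippocampus libraries had 7.37 to 17.45% and the other lung libraries 4.56 to 6.71%. A lower yield of the whole block by 1 factor is argued against by the spread between its genes. The SD of their log2 difference from the median library was at least 1.79 in these 3 libraries, and 0.1 to 0.41 in the others. Variants of the donor against the reference could reduce alignment to some genes more than to others. Over the 14 genes with enough reads, the differences in 15-92 and CTL092 had a Pearson r of 0.47 across genes (Spearman rho 0.31, two-sided permutation p = 0.087 with 100000 permutations, 0.087 after Benjamini-Hochberg adjustment over 3 pairs). For 15-92 and BAC235, which are different animals, r was 0.55 (p = 0.038, permutation test, adjusted 0.057), and for CTL092 and BAC235 it was 0.73 (p = 0.0036, permutation test, adjusted 0.011). Donor variants cannot be told apart from other sources here, because the genes are few and the r of 0.47 was within chance. The block has as many identifiers as there are mitochondrial genes, but the annotation at hand does not name them. If they are mitochondrial, different animals could share a maternal variant, so a correlation between different animals does not count against donor variants. Leaving out the block changed no count of called genes by more than 1.5 times and reversed no result, with 1293 genes called at 4 h after the clinical drug.

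The remaining levels far from their group in the hippocampus were the epithelial list at -0.08 in CEL238, the semaphorin list at 0.19 in CTL101 and the immediate early list at 0.7 in BAC130. Among single genes, ENSMMUG00000046535 was at 3.18 CPM in BAC237, ENSMMUG00000048329 at 2.1 in BAC130, ZNF667 at 23.4 and TTLL9 at 3.64 in CEL115 and CEL238, and EFNA5 at 14.6 in CTL209. These 8 values lie in several libraries, and chance alone gives about as many. No technical or biological explanation was tested for them.

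The effects of each drug in the lung differed between the early time and 5 days. At 4 h and at 5 days after the clinical drug, directly compared with edgeR, 1833 genes were called (789 higher and 1044 lower at 4 h), of which 994 were also called at 4 h against control. For Beta-Ac at 6 h and 5 days there were 46 (40 higher, 6 lower), of which 32 were also called at 6 h against control. At an unadjusted p and the same fold change there were 2090 and 608. Each real split of the animals gave more calls than any of the other splits, a count of 1 of 10 for both drugs, with at most 1 and 0 genes in another split. A share of 0.1 is the smallest that 3 animals against 3 allow, so the splits alone cannot exclude chance. The clinical drug groups also differ in depth, with medians of 17 and 25.8 M reads, but overlap, with 14.1 to 45 M at 4 h and 21.7 to 29 M at 5 days. Depth was not tested as a cause, and sequencing batches of lung libraries are not known. Animal numbers begin with 15 in all animals at 4 h after the clinical drug and with 16 in all at 5 days. A difference between these series of animals cannot be told apart from time for that drug. The time after treatment remains an open biological explanation.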

How the results depend on the processing

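Of 50 results, 8 kept their direction and their side of the threshold, or their count within 1.5 times, in every alternative set before the data were examined. All 8 are medians of lists under no threshold of their tests, namely Wnt genes in the 3 early lung comparisons, epithelial genes between the drugs, and ion transport and semaphorin genes for each drug. The unadjusted p and the omission of a block of consecutive identifiers were chosen after seeing the data. No paired analysis was possible because no replicate numbers are shared between groups. Below, the cause was not tested unless it is given. Among named genes, 4748 values kept their direction and call, 205 changed sign without a call under either setting, 77 gained a call, 133 lost it and 0 called values reversed.

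RLE normalization, filterByExpr, a sum of at least 7 reads and the omission of the block kept every count within 1.5 times, with 1304, 1281, 1217 and 1293 genes for the clinical drug at 4 h and 1347, 1339, 1339 and 1339 in the hippocampus. Without a filter 724 genes differed between 4 h and 6 h (717 shared with the 1189), and 1 and 2 were called for the clinical drug and Beta-Ac at 5 days, with 2 common to Beta-Ac at 6 h and 5 days. Without a fold-change threshold, which by construction adds genes, there were 2104 at 4 h, 2389 between 4 h and 6 h, and 3816 in the hippocampus (1506 induced, 2310 suppressed). With the other adjustment 1 gene was called for Beta-Ac in the hippocampus and 0 were common to Beta-Ac at 6 h and 5 days.

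With only the 2 groups compared, a fit that has fewer libraries, 19 genes were called for Beta-Ac at 6 h (17 shared), 16 in common at the early time with r = 0.975, 314 between 4 h and 6 h (309 shared), 7 for Beta-Ac at 5 days and 0 common to both Beta-Ac times. DESeq2, the exact test and the likelihood ratio test, in this order, gave 247, 204 and 247 genes for Beta-Ac at 6 h and 168, 143 and 165 in common with the clinical drug. At 5 days they gave 16, 12 and 16 for the clinical drug, 40, 17 and 21 for Beta-Ac, 9, 5 and 6 in common, and 8, 3 and 3 between the drugs. Common to both times were 3, 3 and 4 for the clinical drug and 16, 9 and 11 for Beta-Ac. In the hippocampus they gave 149, 104 and 108 for Beta-Ac and 186, 77 and 99 between the drugs. Unadjusted p, which by construction adds genes, gave 942 for Beta-Ac at 6 h, 376 in common, 377 and 548 at 5 days with 152 in common, 256 between the drugs, 98 and 227 common to both times, and 617 and 586 in the hippocampus for Beta-Ac and between the drugs.

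For distances, 1 minus Spearman correlation gave a spread ratio of 1.316 and 0.006266 for the clinical drug at 4 h (exact p = 0.0044). The 500 most variable genes gave -1.971 for Beta-Ac and control in the hippocampus and -1.307 for lung controls, both reversed, 2.225 for the clinical drug and control in the hippocampus (exact p = 0.135), and 9.65 for Beta-Ac at 6 h (exact p = 0.0154). Without normalization, where depth enters the distances, the values were -0.5185 for Beta-Ac and control and -41.64 for the clinical drug at 4 h, both reversed, 8.404 for both drugs in the hippocampus (exact p = 0.0317) and 30.72 for the clinical drug at 5 days (exact p = 0.0505).

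With groups from the treatment field, which exchanges the drugs by construction, 1366 genes were called for Beta-Ac and 0 for the clinical drug (0 induced, 0 suppressed, and 617 at an unadjusted p). The spread ratio was 0.803, and the separation from control was 10.48 for Beta-Ac and 0.4879 for the clinical drug. For Beta-Ac and the clinical drug, neurogenesis was 0.189 and 0.072, neuron projection -0.093 and -0.076, and synapse -0.093 and -0.192. With run as a block 13 genes differed between the drugs, and 137 were induced by the clinical drug. Neuron projection reversed to 0.06 for Beta-Ac and 0.029 for the clinical drug, and synapse was -0.087 for Beta-Ac and reversed to 0.102 for the clinical drug. In the 2 runs that hold all groups, with fewer libraries, 523 genes were called for the clinical drug (87 induced, 436 suppressed) and 2 between the drugs. In the 3 animals with a lung library 1422 were called (636 induced, 780 shared with the 1366).

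With an estimated correlation no list stayed past its threshold, with Benjamini-Hochberg values of 0.57 for immune (-0.429, and -0.392 against Beta-Ac) and vascular genes (-0.291 and -0.167), 0.283 and 0.185 for surfactant (0.203 and 0.413), 0.252 for neurogenesis (0.189), and 0.471 for neuron projection (-0.076) and synapse (-0.192) after Beta-Ac. With fry, immune genes and neurogenesis stayed past it, and the others had 0.123 and 0.135 for vascular (-0.291 and -0.167), 0.253 and 0.12 for surfactant (0.203 and 0.413), and 0.177 for neuron projection (-0.076) and synapse (-0.192).

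With each animal left out, counts for the clinical drug at 4 h ranged from 1005 to 1287, for Beta-Ac at 6 h from 9 (15-92) to 211 (16-131), in common from 9 (15-92) to 142 (16-131) with r from 0.9 (17-254) to 0.99 (15-92), and between 4 h and 6 h from 667 (15-85) to 1971 (15-81). At 5 days they ranged from 0 to 9 (16-113) for the clinical drug, 0 to 2 (16-113) for Beta-Ac, 0 to 1 (16-113) in common and 0 to 1 (16-120) between the drugs. Common to both times were 0 to 2 (15-81) for the clinical drug and 0 to 1 for Beta-Ac. In the hippocampus 960 (CEL126) to 1751 (CTL113) genes were called for the clinical drug, 211 (CTL092) to 676 (CTL113) of them induced and 686 to 1075 suppressed, 0 to 184 (BAC128) for Beta-Ac and 0 between the drugs. Lung distances ranged from -2.571 (15-92) to 6.131 (15-101) for controls, 1.347 to 11.32 for the clinical drug at 4 h, 6.233 to 12.39 for Beta-Ac at 6 h, 15.1 to 19.66 for the clinical drug and -3.099 (16-136) to 14.83 for Beta-Ac at 5 days, and -5.251 (16-115) to 3.465 (16-128) between the drugs. Hippocampus separations ranged from 7.262 to 15.39 for the clinical drug, -1.009 (BAC136) to 1.897 for Beta-Ac and 0.9895 to 7.189 between the drugs, and the spread ratio from 1.008 to 1.214.

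List medians with each animal left out ranged, for immune genes, from -0.61 to -0.317 after the clinical drug, -0.133 to 0.06 (16-123) after Beta-Ac and -0.459 to -0.283 between the drugs. For vascular genes they were -0.383 to -0.15, -0.096 to 0.001 (15-101) and -0.236 to -0.091 (15-85). For epithelial genes they were -0.102 to 0.037 (16-113), -0.053 (16-123) to 0.081 and -0.12 to -0.021, and for Wnt genes -0.136 to -0.074, -0.115 to -0.037 and -0.087 to -0.024. At 5 days, for the clinical drug and Beta-Ac, surfactant genes were at 0.086 (16-115) to 0.361 and 0.281 to 0.561, and ion transport genes at 0.049 to 0.165 and 0.068 to 0.208. In the hippocampus, in the same order, neurogenesis was at 0.17 to 0.256 and -0.004 (BAC235) to 0.132, neuron projection at -0.183 (CTL212) to -0.038 and -0.179 (CTL212) to -0.045, synapse at -0.168 (CTL212) to -0.005 and -0.252 to -0.161, and semaphorin at -0.17 to -0.106 and -0.093 to -0.039.

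Depth limits genes with few reads. For genes with 0 to 3 reads in a group the fold change depends on the prior count, and SLC6A20, with 0 reads in all lung controls, has only a lower bound.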

Differences from the paper's values

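Each value was compared under the main setting and under the alternatives set before the data were examined. The unadjusted p was chosen after seeing the data.

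For Beta-Ac at 6 h the paper gives 393 differentially expressed genes and 78 were called here. All 17 alternatives differ as well, with 9 to 247 genes. For genes common to both drugs at the early time the paper gives 372 and there were 69 here, and all 20 alternatives differ, with 9 to 168. The paper's r for these genes is 0.87, against 0.937 here, and all 20 alternatives differ, with r between 0.9 and 0.99. At 5 days the paper gives 318 genes for the clinical drug, 419 for Beta-Ac and 185 in common, where 0, 1 and 0 were called here. All 17, 17 and 20 alternatives differ, with at most 16, 40 and 9 genes. For the paper's 5-day r there is no value here with 0 common genes. Over the common genes of the exact test, the likelihood ratio test and DESeq2 it was 0.975, 0.996 and 0.978. In the hippocampus the paper gives 788 genes induced by the clinical drug and 435 were induced here. The alternatives without a difference are DESeq2 (544), the 3 animals per group with a lung library (636), the Storey adjustment (577) and leaving out CTL113 (676), and the 21 other alternatives differ.

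At an unadjusted p under 0.05 with the same fold change, chosen after the values were seen, there were 1761 genes for the clinical drug at 4 h, 376 in common at the early time, 377 and 548 at 5 days with 152 in common and r = 0.982, and 1731 for the clinical drug in the hippocampus. These lie within 1.5 times the paper's counts. For Beta-Ac at 6 h this setting gave 942, which does not. It drops none of the genes called here. Which of the paper's own called genes it drops is not known, since its lists were not available.

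Several values read by eye from Fig. 3A differ from those of the gene of the same symbol. For AQP4 the figure gives about -2 at 4 h and about -2.4 at 5 days after the clinical drug, and about -2.9 at 6 h and about -1.4 at 5 days after Beta-Ac, where the log2 fold changes here were -0.068, 0.246, -0.132 and 0.023. For COQ10A it gives about -7 and about -10 after the clinical drug and about -10 and about -9.4 after Beta-Ac, against -0.05, -0.30, -0.36 and -0.09. For TIMP4 it gives about 6.3 and about 3.5 after the clinical drug and about 5.6 and about 4.6 after Beta-Ac, against 3.197, 0.377, 2.503 and 1.946. All 13 control reads of TIMP4 are in 15-101. Without that control the group has 0 reads and gives no fold change to set against the figure, and with the other alternatives the values were below the figure's. For HDAC1 it gives about 5 at 4 h and about 5.5 at 6 h, against -0.127 and 0.001. For SLC25A47 it gives about 6.4 and about 4.4, against 0.654 and -0.022. TIMP4 without 15-101 gives no value to compare, and no other alternative brings any of these values within its standard error of the figure's. For FKBP5 at 6 h after Beta-Ac it gives about 2.5, against 3.21. That differs in 16 of 17 alternatives, and does not without animal 17-254, where it was 2.16. For the genes ADRA2B, ESM1, NNMT, SDS, MFSD2A and ZBTB16 at both early times, FKBP5 at 4 h, SLC7A13 at 6 h, and DLX3 and CBLN4 at 5 days, values here did not differ from the figure's. Values of genes with 3 or fewer reads in a compared group were not set against the figure. Of the 40 early genes of Fig. 3A, 29 were tested and 23 of these had more reads than that, of which 19 had the signs of the figure with both drugs. The values of 4 lay within 0.1 of the figure's for both drugs, and for 2 of the rest another identifier with as many reads did. Of the 40 genes at 5 days, 35 were tested and 33 had more reads, 24 of these had the same signs, 3 lay within 0.1, and for 8 of the rest another identifier did. For TAF10 at the early times that identifier is the one of SDS. The figure's values for SLC25A47 are within 0.1 of those of ENSMMUG00000013863, which has 1 read in controls. Whether symbols were joined to other identifiers in the figure was not tested, nor how often another identifier lies this near by chance. If they were, these differences would concern the names of genes and not their levels.

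In Fig. 5C, read by eye, RABEPK is at about 3.2, ZNF667 at about 3.1, TTLL9 at about 3.1, TESMIN at about -2.9 and SALL4 at about -3.5, where log2 fold changes here were -0.12, 0.13, -1.09, -0.26 and 0.40. Control CTL212 moves those of TTLL9 and TESMIN, which were -0.16 and 0.20 without it. TTLL9 had 14.47 CPM in CTL212 and at most 3.338 in another control. With run as a block RABEPK was at 0.13 and TTLL9 at -1.68. All 25 alternatives differ for RABEPK, ZNF667, TTLL9 and SALL4, and all 22 that gave a value for TESMIN. Of the 40 genes of the figure 32 were tested, 17 had the same sign, and 2, CYP46A1 (-0.69) and DCAF8L1 (-2.39), were called here, both with the sign of the figure. Of all genes tested in the hippocampus 7.9% were called. Whether symbols were joined to other identifiers in this figure was not tested either, and is open for the 5 genes above.

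The paper describes the lungs at 4 h after the clinical drug as the group most distinct from the others. By mean distance to the other groups this held here, at 104.9 to 108.5. The distance to the other libraries minus that within the group was largest for the clinical drug at 5 days, at 18.25 against 6.11 at 4 h. That group had the shortest distance within it, 68, and by mean distance was the nearest to each other group. Its rank thus reflects how alike its animals were and does not speak against the paper's description. With 1 minus Spearman correlation the value at 4 h was 0.00627 and that at 5 days 0.00665.

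In the hippocampus the paper links genes suppressed by the clinical drug to neurogenesis. Its links are gene ontology enrichments among its called genes, while the values here are medians of hand-written lists. These are different measures, and a list can be higher while other genes of a term are suppressed. The neurogenesis list was higher here, with a median log2 fold change of 0.19 and 22 of 31 genes higher, though CUX1 and CUX2 of it were called as suppressed. Over the alternatives other than leaving out an animal, this median was 0.072 to 0.397. For neuron projection development the direction was that of the paper, at -0.09 with 6 genes called as suppressed, but with run as a block it was the opposite, at 0.03. The paper links induced genes to synapse maturation and semaphorin interactions. The synapse list was at -0.09, with 4 called genes, all suppressed, and at 0.10 with run as a block. The semaphorin list was at -0.14, with 26 of 38 genes lower and 0 called by edgeR. At 5 days in the lung the paper links the changed genes to ion transport. The ion transport list was at 0.10 and 0.15 with 13 of 20 genes higher and an adjusted 0.225 by camera. With 0 and 1 genes called by edgeR in the whole table, where 377 and 548 had an unadjusted p under 0.05 with the same fold change, calls within the list say nothing of it.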

Other observations

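The tests of separate controls, including the minimum of 50 called genes, of an added effect of sequencing run, and of the number of lower genes in the tissue lists with controls left out were chosen only after the results were seen.

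Other splits of the same animals into groups of the same sizes were fitted for each comparison. For the hippocampus after the clinical drug, 1 of 100 splits, the real one, gave as many as 1366 genes, and the largest other split gave 239. This excludes chance as the source of a count this large only if libraries of different runs can be exchanged. The splits ignored sequencing run, and some runs hold only controls, so they say nothing of run as a source. For Beta-Ac in the hippocampus the real split gave 0 genes, so all 100 splits give at least as many by construction and say nothing about chance. The largest gave 280 genes, with CTL092, CTL101, CTL212, BAC235 and BAC237 on one side. For the clinical drug against Beta-Ac in the hippocampus the real split also gave 0, and the 100 of 100 is again fixed. The largest gave 561 genes and set apart BAC128 and the 4 libraries of these groups from 1 sequencing run, and with run as a block the real split gave 13. In the lung 10 splits cannot give a share under 0.1, so the splits alone cannot exclude chance. The real split was the only one of 10 to give as many genes for the clinical drug at 4 h (1306, largest other 34), for Beta-Ac at 6 h (78, largest other 1) and for the direct comparison of both (1189, largest other 1). The smallest edgeR adjusted p in these comparisons was 6.1e-06, 0.00172 and 0.000444. Of the 10 splits, 2 gave at least 1 gene for Beta-Ac at 5 days, and for the 0 genes of the clinical drug at 5 days and of both drugs compared at 5 days the 10 of 10 is fixed.

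Several genes at the ends of Fig. 3A have very large fold changes with both drugs. If the authors' counting had left genes out of the control libraries only, these genes would have no reads in controls. Of the 60 genes of Fig. 3A with reads in the lung, 54 (90%) had a read in at least 1 control and 6 had none, which argues against this for the list as a whole. In the whole table 1 gene had 0 reads in controls and at least 7 reads in at least 9 of the other 12 libraries, and 12 sets of 3 libraries, the controls included, had as many or more, the highest 4. For the 6 genes with no control read it stays open, as does a response to treatment.

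In the hippocampus, 2 of 4 sequencing runs hold only controls. On a scale where the clinical drug group is at 0 and controls at 1, over genes called without the library in question, the controls CTL113 and CTL212 from the runs that hold all groups were at 0.56 and 0.65. The clinical drug libraries were between 0.02 and 0.22. If run were the whole cause, these 2 controls would lie with the clinical drug, so the lower value, 0.56, argues against it. The controls of the other runs were at 0.83, 0.89 and 1.02. Run may add to the difference, but the exact two-sided permutation p for 2 against 3 controls was 0.1, the smallest that 10 splits allow, so an added part cannot be told apart from differences between animals. Between the runs, 1053 genes were called among the treated libraries, of which 123 were also called for the clinical drug. Fewer genes were called for the clinical drug with run as a block. Of the 1366 calls, 85.5% then had the same direction with Beta-Ac, against 96.9% without the block. Both go with a part added by run, though the block also leaves fewer controls in the comparison. With run as a block, 99.9% of the genes called for the clinical drug had the same direction, with a median ratio of 0.87 to the fold change without it. These genes were chosen in the same libraries, so their agreement in direction is largely fixed by that choice. No value for unchanged groups is at hand, so it does not count against run. On the same scale BAC128, BAC130, BAC136, BAC235 and BAC237 lay at 0.62, 0.22, 0.09, 0.59 and 0.81, a range wider than that of the clinical drug.

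The gene lists of thalamus (12 genes) and striatum (11 genes) were lower with the clinical drug in every gene with all controls, with median log2 fold changes of -0.44 and -0.60, though 1 and 2 of the genes were called. For Beta-Ac they were 0.10 and -0.34. Neighbouring tissue in some control samples could raise these lists in controls. With any 1 or 2 controls left out, 15 subsets for each list, the medians lay between -0.94 and -0.18 for thalamus and between -0.73 and -0.22 for striatum. At the fewest, 8 of 12 thalamus genes were lower without CTL209 and CTL212, and 7 of 10 striatum genes without CTL092 and CTL209. The value closest to 0, -0.18, came without CTL092 and CTL209, with 9 of 12 genes lower, and is not beyond the spread between the genes. Neighbouring tissue in some controls therefore cannot be told apart from sequencing run or an effect of the drug, because much of the difference goes with 2 controls and each list has few genes.

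Shared controls give fold changes of both drugs a common part. With the controls split so that each drug had its own, from 72 to 79.9% of the genes called early in the lung for the clinical drug had the same direction with Beta-Ac (median 74.2 over 6 splits). With 3 controls each split leaves 1 drug with a single control. For the clinical drug its spread was then taken from the other groups, so the lone control is assumed to vary like them, and for Beta-Ac only the direction was used, without a test. The lowest share was 72, and with Beta-Ac animals taken one at a time 64.4. Both are above 50, which argues against shared controls as the whole cause there. In the hippocampus, over the 17 of 20 splits with at least 50 called genes, the share was 51.1 to 85.3% (median 77.3). With Beta-Ac animals taken one at a time, the lowest share there was 38. Shared controls cannot be told apart from a common effect by this test, because 51.1 is near 50 and 38 is below it. Over all genes tested, mean r with separate controls was 0.105 (from -0.032 to 0.213) early in the lung, 0.113 (from 0.036 to 0.2) at 5 days and 0.189 (from 0.042 to 0.281) in the hippocampus. With all controls used for both drugs it was 0.436, 0.702 and 0.627. The separate values rest on fewer controls per drug, so the drop does not measure the part of shared controls alone.

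RNA of the stained proteins was measured in the same lung libraries at 5 days, though it is not the measure of Supplemental Fig. 1. NKX2-1 changed by 0.20 with the clinical drug and 0.14 with Beta-Ac on the log2 scale, SFTPC by 0.23 and 0.56, ABCA3 by 0.36 and 0.53, and ACTA2 by -0.21 and -0.04, and none was called by edgeR. At 4 h after the clinical drug SFTPC (log2 fold change 1.13) and ABCA3 (0.93) were called as induced.

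In the hippocampus the 9 tested genes of the glucocorticoid target list had median log2 fold changes of 0.00 with the clinical drug and 0.10 with Beta-Ac. FKBP5 changed by -0.33 and 0.12, ZBTB16 by 0.01 and -0.06 and PER1 by -0.41 and -0.17.

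Lists of cell types and tissues varied between libraries. As the median log2 difference from the median library, in the hippocampus meninges ranged from -1.88 in CTL209 to 1.73 in CTL212, blood from -1.55 in BAC235 to 1.23 in BAC128, oligodendrocytes from -0.77 in CTL101 to 0.67 in CTL092, and microglia from -0.67 in BAC136 to 0.6 in CEL245. Astrocytes ranged from -0.5 to 0.31, striatum from -0.36 to 0.6, thalamus from -0.32 to 0.78, hippocampal neurons from -0.33 to 0.3, immediate early genes from -0.4 to 0.7, muscle from -0.68 to 0.56, airway from -0.48 to 0.83 and choroid plexus from -0.76 to 7.09. In the lung airway ranged from -2.01 in 16-113 to 1.82 in 16-128, blood from -0.94 in 15-92 to 3.33 in 17-254, immediate early genes from -1.03 in 15-85 to 1.2 in 16-115, muscle from -0.39 in 16-113 to 1.23 in 16-128, and microglia from -1.46 in 15-85 to 0.56 in 15-92. Choroid plexus ranged from -1.07 to 0.62, astrocytes from -0.58 to 0.35, hippocampal neurons from -0.73 to 0.46, meninges from -0.54 to 0.28, oligodendrocytes from -0.14 to 0.33, striatum from -0.3 to 0.5 and thalamus from -0.35 to 0.18. Several of these genes are also expressed by lung or hippocampus cells. No explanation was tested beyond those given above for choroid plexus, thalamus, striatum and hippocampal neuron genes.

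The 35 genes of Fig. 5C that the hippocampus table lists all stand among the first 3856 of its 32386 identifiers in the order of the table. This leaves open whether symbols in the figure were joined to other identifiers, which was not tested and would change the meaning of the differences for RABEPK, ZNF667, TTLL9, TESMIN and SALL4.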
